# Consumption of a high-fat diet alters transcriptional rhythmicity in liver from pubertal mice

**DOI:** 10.3389/fnut.2022.1068350

**Published:** 2023-01-04

**Authors:** Lin Yan, Sneha Sundaram, Bret M. Rust, Daniel G. Palmer, LuAnn K. Johnson, Huawei Zeng

**Keywords:** circadian rhythms, metabolism, diet, puberty, mice

## Abstract

**Introduction:**

Childhood obesity is associated with adult obesity, which is a risk factor for chronic diseases. Obesity, as an environmental cue, alters circadian rhythms. The hypothesis of this study was that consumption of a high-fat diet alters metabolic rhythms in pubertal mice.

**Methods:**

Weanling female C57BL/6NHsd mice were fed a standard AIN93G diet or a high-fat diet (HFD) for 3 weeks. Livers were collected from six-week-old mice every 4 h over a period of 48 h for transcriptome analysis.

**Results and discussion:**

The HFD altered rhythmicity of differentially rhythmic transcripts in liver. Specifically, the HFD elevated expression of circadian genes *Clock*, *Per1*, and *Cry1* and genes encoding lipid metabolism *Fads1* and *Fads2*, while decreased expression of circadian genes *Bmal1* and *Per2* and lipid metabolism genes *Acaca*, *Fasn*, and *Scd1*. Hierarchical clustering analysis of differential expression genes showed that the HFD-mediated metabolic disturbance was most active in the dark phase, ranging from Zeitgeber time 16 to 20. The Kyoto Encyclopedia of Genes and Genomes enrichment analysis of differentially expressed genes showed that the HFD up-regulated signaling pathways related to fatty acid and lipid metabolism, steroid and steroid hormone biosynthesis, amino acid metabolism and protein processing in the endoplasmic reticulum, glutathione metabolism, and ascorbate and aldarate metabolism in the dark phase. Down-regulations included MAPK pathway, lipolysis in adipocytes, Ras and Rap1 pathways, and pathways related to focal adhesion, cell adhesion molecules, and extracellular matrix-receptor interaction. In summary, the HFD altered metabolic rhythms in pubertal mice with the greatest alterations in the dark phase. These alterations may disrupt metabolic homeostasis in puberty and lead to metabolic disorders.

## Introduction

Drastic increases in childhood obesity since the last century have created a critical public health challenge for the 21 century (1, 2). Childhood obesity is associated with adult obesity (3), which is related to chronic diseases. These include coronary heart disease (4, 5), diabetes (5–7), and certain cancer (8).

Obesity is a risk factor for metabolic disorders. Obese patients often have symptoms of metabolic syndrome, which is clinically defined as having three of five conditions: excessive body fat, abnormal cholesterol or triacylglycerol levels, high blood sugar, and high blood pressure. These symptoms occur in rodent models of obesity with disturbed diurnal rhythms (9, 10).

All mammals exhibit diurnal rhythms, cycling for approximately every 24 h, emerging from interactions between internal circadian clocks and the natural light/dark cycle (11–13). A consistent daily living pattern (e.g., eating vs. fasting, sleep vs. awake) maintains the normal rhythms, whereas frequent disruptions to the existing pattern alter the daily rhythms of oscillations. Obesity is an environmental cue that disrupts circadian rhythms and results in metabolic dysfunction (14–16).

All biological processes, ranging from metabolic pathways to physiological functions, are driven by the central clock and peripheral oscillators. The central clock at the suprachiasmatic nucleus in hypothalamus controls diurnal rhythms by generating downstream signals synchronized to the light/dark cycles. These signals synchronize peripheral oscillators, which are autonomous circadian oscillators present in cells of all organs. The peripheral clocks respond to environmental alterations (e.g., diet) but rely upon the central clock for synchronization. The synchrony between the central and peripheral clocks sets a temporal rhythmic control of homeostatic regulation for health and wellbeing (11–13).

The molecular machinery that generates circadian rhythms is an interconnected transcription-translation feedback loop that regulates diurnal patterns of circadian gene expression. Formation of circadian locomotor output cycles kaput/aryl hydrocarbon receptor nuclear translocator-like protein 1 (*Clock/Bmal1*) heterodimers in nucleus during the rest phase induces transcription of period (*Per*) and cryptochrome (*Cry*). Period and cryptochrome proteins accumulate in cytoplasm at the late rest phase or early active phase and form dimers that translocate back to nucleus to repress *Clock/Bmal1* transcription. This process cycles approximately every 24 h. In addition, the *Clock/Bmal1* heterodimers activate transcription of nuclear receptor subfamily 1 group D member 1 (*Rev-erb*), which represses the expression of *Clock/Bmal1*.

Metabolic dysfunction occurs in laboratory rodents fed an obesogenic diet (10, 17). Mice fed a high-fat diet consume more diet in the light phase than in the dark phase (14). This alteration leads to phase-advance of *Per2* in liver (15) and blunts the rhythmic expression of *Clock*, *Bmal1*, and *Per2* in liver (16, 18) and adipose tissue (16). The altered expression of circadian genes occurs in diet-induced obese mice with increased body adiposity and elevated tissue inflammation (14).

Puberty is a period of rapid development and growth; diet quality affects the progression of puberty. Dietary intervention by feeding mice a high-fat diet from weanling to adulthood increases body fat mass (10, 19), disturbs the daily oscillations of energy expenditure (9, 10), and alters rhythmic expression of circadian genes (14–16). However, the impact of dietary fat on metabolic homeostasis in pubertal mice remains to be elucidated. We hypothesized that consumption of a high-fat diet alters metabolic rhythms in pubertal mice. This study investigated the effect of a three-week feeding of a high-fat diet on metabolism in pubertal mice. It focused on changes in diurnal expression of circadian genes, genes encoding lipid metabolism, and metabolic signaling pathways identified by the analysis of differentially expressed genes.

## Materials and methods

### Animals and diets

Mice (C57BL/6NHsd, female, three-week-old) were purchased from Envigo, Madison, WI, USA. They were housed in a pathogen-free room with a 12:12-hour light/dark cycle (light intensity was 32 lux during the light phase). The room temperature was 22 ± 1°C. Mice were group-housed to avoid single-housing related stress. The AIN93G standard diet (20) and a high-fat diet (HFD, a modified AIN93G formulation) were used in this study, in which soybean oil is the source of dietary fat (Table 1). Soybean oil contains 14.9% saturated fatty acids, 22.1% monounsaturated fatty acids, and 57.6% polyunsaturated fatty acids.^1^ Diets were kept at −20°C and provided to mice every other day.

**TABLE 1:** Composition of diets.

Ingredient	AIN93G	High-fat
	**g/kg**	**g/kg**
Corn starch	397.5	42.5
Casein	200	239.4
Dextrin	132	239.4
Sucrose	100	119.7
Soybean oil	70	239.4
Cellulose	50	59.8
AIN93 mineral mix	35	41.9
AIN93 vitamin mix	10	12
L-Cystine	3	3.6
Choline bitartrate	2.5	3
*t*-Butylhydroquinone	0.014	0.017
Total	1,000	1,000
Energy	%	%
Protein	20	20
Fat	16	45
Carbohydrate	64	35
Analyzed gross energy^a^ kcal/g	4.3 ± 0.1	5.2 ± 0.1

^a^Quantified by oxygen bomb calorimeter (Model 6200, Parr Instrument, Moline, IL, USA). Values are means ± SEM (*n* = 3 samples per diet).

### Experimental design

Mice were acclimated with the AIN93G diet for 2 days before they were randomly assigned to two groups of 70 each. Mice had free access to their diets (AIN93G or HFD) and deionized water for 3 weeks; they were weighed weekly. At termination, five mice from each group were intraperitoneally injected with a mixture of ketamine/xylazine for euthanasia followed by exsanguination at Zeitgeber time (ZT) 0, 4, 8, 12, 16, 20, and 24 over a period of 48 h (light on at ZT 0 and off at ZT 12). Their livers were collected and stored at −80°C. Mice were not fasted prior to termination to prevent disturbing circadian rhythms.

### Real-time quantitative PCR

Total RNA from frozen liver was isolated by using the RNeasy Lipid Tissue Mini Kit (Qiagen, Germantown, MD, USA). The purity of the isolated RNA was analyzed by using the NanoDrop 8000 Spectrophotometer (Thermo Scientific, Wilmington, DE, USA). Complementary DNA (cDNA) was synthesized by using the high-capacity cDNA reverse transcription kit (Applied Biosystems, Waltham, MA, USA). Real-time quantitative PCR of circadian locomotor output cycles kaput (*Clock*) (Mm00455950_ml), aryl hydrocarbon receptor nuclear translocator-like protein 1 (*Bmal1*/*Arntl*) (Mm00500223_ml), period-1 (*Per1*) and *Per2* (Mm00501813_ml and Mm00478099_ml), cryptochrome 1 (*Cry1*) (Mm00514392_ml), nuclear receptor subfamily 1 group D member 1 (*Nr1d1/1Rev-erbα*) (Mm00520708_ml), acetyl-CoA carboxylase (*Acaca*) (Mm01304257_m1), fatty acid desaturase (*Fads*) *1* and *2* (Mm00507605_m1 and Mm00517221_m1), fatty acid synthase (*Fasn*) (Mm00662319_m1), stearoyl-CoA desaturase 1 (*Scd1*) (Mm00772290_m1), and sterol regulatory element-binding protein 1 (*Srebf1*) (Mm00550338_m1) was analyzed and normalized to the 18s rRNA by using the TaqMan Assay of Demand primers on the ABI QuantStudio 12K-Flex Real-time PCR system (Applied Biosystems). Probes for aforementioned genes and 18s rRNA were purchased from Applied Biosystems. Changes in gene expression were calculated by using the 2^–ΔΔCT^ method (21). The protein-protein interaction network analysis based on transcriptional data for circadian genes and genes encoding lipid metabolism was performed by using the STRING database^2^ (22, 23).

### RNA sequencing analysis

Total RNA extractions (three from each time point per group, ZT 0 to ZT 24) described above were used for RNA sequencing analysis. RNA quality was examined by using the Fragment Analyzer with the RNA analysis Kit DNF-471-500 (Advanced Analytical Technologies, Ames, IA, USA). Samples with an RNA Quality Number ≥ 7.3 were used for library construction, sequencing, and bioinformatics analysis (Novogene, Sacramento, CA, USA). Genes with read counts of 25 or greater were retained for the analysis (24, 25). Differential rhythmicity of transcripts between the two groups were compared by using R package compareRhythms (26). The default settings model_selection argument was used with the change of just_classify argument to FALSE so that to use the same set of data for the bar chart and graph in circular plot. The hierarchical clustering analysis of differentially expressed genes was performed by using R package pheatmap (27) (Novogene). The Kyoto Encyclopedia of Genes and Genomes (KEGG) enrichment analysis of the differentially expressed genes was performed by using R package clusterProfiler for comparing biological themes among gene clusters (28, 29) (Novogene).

### Quantification of hepatic cholesterol and triacylglycerols

Liver samples (*n* = 14, two from each time point per group) were prepared by using the method described previously (30). Total cholesterol and triacylglycerols were quantified by using the COBAS Integra 400 Plus Analyzer (Roche Diagnostics, Indianapolis, IN, USA) with corresponding test kits #03039773 and #20767107 (Roche Diagnostics). Data were normalized by liver weight before statistical analysis.

### Statistical analyses

Student *t*-test was performed for comparisons between the AIN93G and HFD groups (means ± standard error of the mean, SEM). The Cosinor model was performed for differences in rhythmic expression of circadian and lipid metabolism genes in liver between the two groups. The model y = Mesor + amplitude × Cos [2π/24 × (*t*–acrophase)]. Mesor (midline estimating statistic of rhythm) is the mean of the oscillations, amplitude is the distance between Mesor and the peak of oscillations, acrophase is the hour at which the maximum value of the cosine wave (the peak of the rhythm) occurs, and *t* is time in hours. The period of oscillations was assumed to be 24 h. Nested non-linear models were used to determine if separate model parameters (Mesor, amplitude, and acrophase) were needed for each group or if common parameters were sufficient. In these analyses, parameters were estimated directly for the AIN93G group, while the parameters for the HFD group were expressed as offsets from the corresponding AIN93G parameters. If the 95% confidence interval (95% CI) of the offset did not cross 0, the parameters were considered different between the AIN93G and HFD groups (*p* ≤ 0.05) (31). All models were fit by using the NLIN procedure in SAS 9.4 (SAS Institute, Inc., Cary, NC, USA). Differential rhythmicity of transcripts between the two groups were compared by using R (24–29, 32).

## Results

### Body weight

Mice fed the HFD were slightly but significantly heavier than mice fed the AIN93G diet. Initial body weight was 10.4 ± 0.1 g (*n* = 140) at randomization. Body weight was 19.0 ± 0.2 g and 18.2 ± 0.2 (*p* < 0.05, *n* = 70 per group) for the HFD-fed and AIN93G-fed mice, respectively, at the end of the study.

### Hepatic content of cholesterol and triacylglycerols

There was no difference in total cholesterol between HFD-fed and AIN93G-fed mice (1.84 ± 0.10 vs. 1.64 ± 0.09 mg/g, *p* = 0.17, *n* = 14 per group). The content of triacylglycerols was 66% greater in HFD-fed mice than in their AIN93G-fed counterparts (23.60 ± 1.59 vs. 14.22 ± 0.68 mg/g, *p* < 0.01, *n* = 14 per group).

### Hepatic expression of circadian genes

The HFD disturbed rhythmic expression of circadian genes in liver (Figure 1). Of the six circadian genes analyzed, the HFD elevated amplitude of *Clock, Rev-erbα*, *Per1*, and *Cry1* (ranging from 62 to 219%) and decreased amplitude of *Bmal1* and *Per2* by 88 and 71%, respectively, (Table 2). Similarly, the HFD elevated Mesor of *Clock, Rev-erbα*, *Per1*, and *Cry1* (ranging from 58 to 163%) and decreased Mesor of *Bmal1* and *Per2* by 81 and 53%, respectively, (Table 2). The acrophases of these genes did not differ between the two groups (Table 2). When data from all seven time points were combined, the HFD increased the expression of *Clock*, *Per1*, and *Cry1* and decreased that of *Bmal1* and *Per2* when compared to the AIN93G diet (Table 3).

**FIGURE 1:**
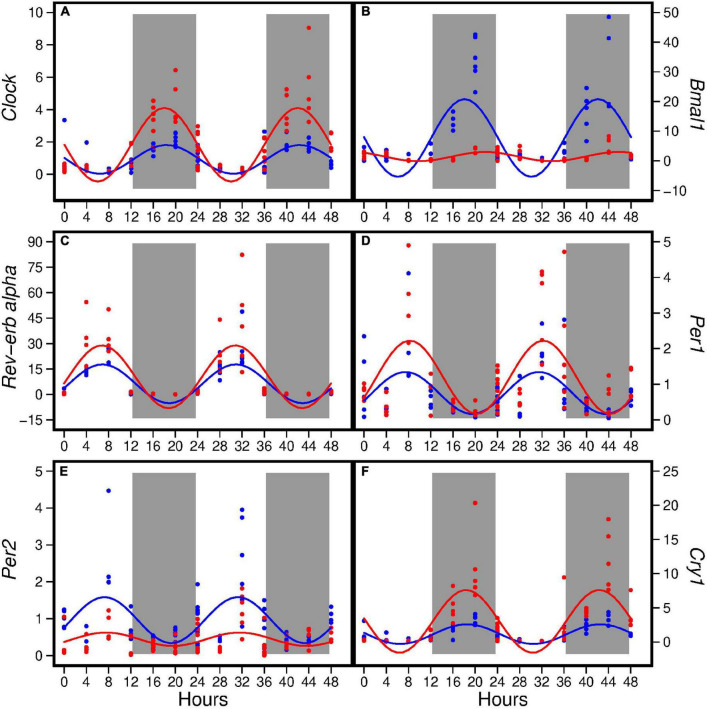
Hepatic expression of *Clock* **(A)**, *Bmal1* **(B)**, *Rev-erbα* **(C)**, *Per1* **(D)**, *Per2* **(E)**, and *Cry1* **(F)** in pubertal mice fed the AIN93G or high-fat diet (*n* = 5 per time point per group). Values from mice terminated in the light phase are fold changes to the AIN93G group at ZT 0 and that from mice terminated in the dark phase are fold changes to AIN93G group at ZT 12. Open background: light phase; gray background: dark phase; blue: AIN93G diet; red: high-fat diet. The rhythm curves were generated by using the Cosinor model y = Mesor + amplitude × Cos [2π/24 × (*t*–acrophase)].

**TABLE 2:** Fold changes in estimated statistic of rhythm in the expression of circadian genes in liver from pubertal mice fed the AIN93G or high-fat diet.

mRNA	AIN93G^a^	High-fat^a^	Difference (95% CI)^b^	*p*
**Amplitude**				
*Clock*	0.89 ± 0.17	2.27 ± 0.17	1.38 (0.91–1.85)	<0.01
*Bmal1*	13.09 ± 1.16	1.55 ± 1.06	−11.54 (−14.64–−8.43)	<0.01
*Rev-erbα*	11.44 ± 1.69	18.53 ± 1.67	7.08 (2.39–11.78)	<0.01
*Per1*	0.59 ± 0.15	1.03 ± 0.14	0.44 (0.03–0.85)	<0.05
*Per2*	0.62 ± 0.11	0.18 ± 0.11	−0.44 (−0.75–−0.14)	<0.01
*Cry1*	1.44 ± 0.42	4.59 ± 0.42	3.15 (1.98–4.32)	<0.01
**Acrophase**				
*Clock*	18.38 ± 0.64	17.99 ± 0.25	−0.38 (−1.74–0.98)	0.58
*Bmal1*	18.08 ± 0.30	21.76 ± 2.70	3.68 (−1.70–9.06)	0.18
*Rev-erbα*	6.88 ± 0.50	6.80 ± 0.31	−0.08 (−1.24–1.09)	0.90
*Per1*	7.45 ± 0.88	8.23 ± 0.51	0.78 (−1.22–2.78)	0.44
*Per2*	7.25 ± 0.60	7.55 ± 2.06	0.30 (−3.95–4.54)	0.89
*Cry1*	18.50 ± 0.99	18.37 ± 0.31	−0.14 (−2.18–1.91)	0.90
**Midline estimating statistic of rhythm**				
*Clock*	0.92 ± 0.11	1.83 ± 0.11	0.91 (0.59–1.22)	<0.01
*Bmal1*	7.71 ± 0.77	1.44 ± 0.76	−6.27 (−8.42–−4.13)	<0.01
*Rev-erbα*	6.27 ± 1.13	10.38 ± 1.12	4.10 (0.96–7.25)	0.01
*Per1*	0.76 ± 0.10	1.20 ± 0.10	0.44 (0.16–0.72)	<0.01
*Per2*	0.96 ± 0.07	0.45 ± 0.07	−0.52 (−0.72–−0.31)	<0.01
*Cry1*	1.15 ± 0.28	3.02 ± 0.28	1.87 (1.09–2.65)	<0.01

^a^Estimate ± standard error (SE).

^b^Estimated difference and its 95% confidence interval between the AIN93G and high-fat diet groups (*n* = 5 from each time point per group).

**TABLE 3:** Hepatic expression of circadian genes and genes encoding lipid metabolism in pubertal mice fed the AIN93G or high-fat diet.

Gene	AIN93G	High-fat	*p*
*Clock*	1 ± 0.10	1.92 ± 0.22	<0.01
*Bmal1*	1 ± 0.14	0.42 ± 0.07	<0.01
*Rev-erbα*	1 ± 0.20	1.63 ± 0.34	0.11
*Per1*	1 ± 0.13	1.52 ± 0.20	0.04
*Per2*	1 ± 0.11	0.46 ± 0.05	<0.01
*Cry1*	1 ± 0.12	2.55 ± 0.41	<0.01
*Acaca*	1 ± 0.14	0.33 ± 0.05	<0.01
*Fads1*	1 ± 0.04	1.36 ± 0.05	<0.01
*Fads2*	1 ± 0.11	2.07 ± 0.15	<0.01
*Fasn*	1 ± 0.14	0.41 ± 0.06	<0.01
*Scd1*	1 ± 0.15	0.43 ± 0.07	<0.01
*Srebf1*	1 ± 0.08	0.83 ± 0.06	0.07

*N* = 70 per group.

### Hepatic expression of genes encoding lipid metabolism

The HFD altered diurnal expression of genes encoding lipid metabolism in liver (Figure 2). The HFD reduced amplitude of *Acaca, Fasn*, and *Scd1* (ranging from 55 to 82%) (Table 4). Similarly, the HFD reduced Mesor of *Acaca, Fasn*, and *Scd1* (ranging from 57 to 67%) but increased Mesor of *Fads1* and *Fads2* by 37 and 108%, respectively, (Table 4). The HFD did not affect acrophases of these genes (Table 4). In the combined analysis of data from all seven time points, the HFD decreased the expression of *Acaca*, *Fasn*, and *Scd1* and increased that of *Fads1* and *Fads2* when compared to the AIN93G diet (Table 3).

**FIGURE 2:**
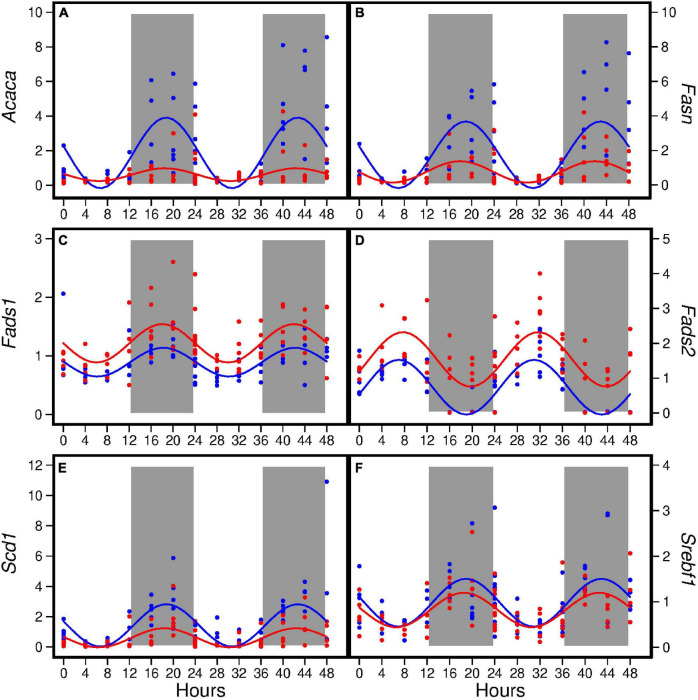
Hepatic expression of *Acaca* **(A)**, *Fasn* **(B)**, *Fads1* **(C)**, *Fads2* **(D)**, *Scd1* **(E)**, and *Srebf1* **(F)** in pubertal mice fed the AIN93G or high-fat diet (*n* = 5 per time point per group). Values from mice terminated in the light phase are fold changes to the AIN93G group at ZT 0 and that from mice terminated in the dark phase are fold changes to AIN93G group at ZT 12. Open background: light phase; gray background: dark phase; blue: AIN93G diet; red: high-fat diet. The rhythm curves were generated by using the Cosinor model y = Mesor + amplitude × Cos [2π/24 × (*t*–acrophase)].

**TABLE 4:** Fold changes in estimated statistic of rhythm in the expression of genes encoding lipid metabolism in liver from pubertal mice fed the AIN93G or high-fat diet.

mRNA	AIN93G^a^	High-fat^a^	Difference (95% CI)^b^	*p*
**Amplitude**				
*Acaca*	2.04 ± 0.26	0.37 ± 0.26	−1.67 (−2.39–−0.95)	<0.01
*Fasn*	1.93 ± 0.24	0.62 ± 0.24	−1.31 (−1.98–−0.65)	<0.01
*Fads1*	0.25 ± 0.06	0.33 ± 0.06	0.08 (−0.08–0.24)	0.31
*Fads2*	0.78 ± 0.11	0.78 ± 0.11	0.01 (−0.30–0.30)	0.98
*Scd1*	1.40 ± 0.21	0.63 ± 0.21	−0.77 (−1.35–−0.18)	0.01
*Srebf1*	0.52 ± 0.09	0.40 ± 0.09	−0.13 (−0.38–0.12)	0.31
**Acrophase**				
*Acaca*	18.72 ± 0.43	18.44 ± 2.38	−0.28 (−5.05–4.50)	0.91
*Fasn*	18.95 ± 0.42	17.91 ± 1.30	−1.04 (−3.74–1.66)	0.45
*Fads1*	18.19 ± 0.79	18.03 ± 0.59	−0.16 (−2.12–1.89)	0.87
*Fads2*	6.98 ± 0.47	7.73 ± 0.48	0.75 (−0.58–2.08)	0.27
*Scd1*	18.73 ± 0.51	18.37 ± 1.11	−0.36 (−2.78–2.06)	0.77
*Srebf1*	18.91 ± 0.58	18.53 ± 0.76	−0.39 (−2.27–1.50)	0.69
**Midline estimating statistic of rhythm**				
*Acaca*	1.88 ± 0.17	0.62 ± 0.17	−1.26 (−1.74–−0.78)	<0.01
*Fasn*	1.75 ± 0.16	0.76 ± 0.16	−0.99 (−1.44–−0.55)	<0.01
*Fads1*	0.89 ± 0.04	1.22 ± 0.04	0.32 (0.21–0.43)	<0.01
*Fads2*	0.74 ± 0.07	1.54 ± 0.07	0.80 (0.60–1.00)	<0.01
*Scd1*	1.42 ± 0.14	0.61 ± 0.14	−0.82 (−1.21–−0.43)	<0.01
*Srebf1*	0.98 ± 0.06	0.82 ± 0.06	−0.16 (−0.33–0.01)	0.06

^a^Estimate ± standard error (SE).

^b^Estimated difference and its 95% confidence interval between the AIN93G and high-fat diet groups (*n* = 5 from each time point per group).

### Interaction analysis of circadian and lipid metabolism genes

The protein-protein interaction network analysis based on transcriptional data for circadian genes and genes encoding lipid metabolism showed that *Clock, Bmal1, Rev-erba, Per1, Per2*, and *Cry1* formed one cluster and that *Acaca, Fads1, Fads2, Fasn, Scd1*, and *Srebf1* formed another (Figure 3). The two clusters were bridged by *Clock* and *Bmal1* with *Srebf1* (Figure 3).

**FIGURE 3:**
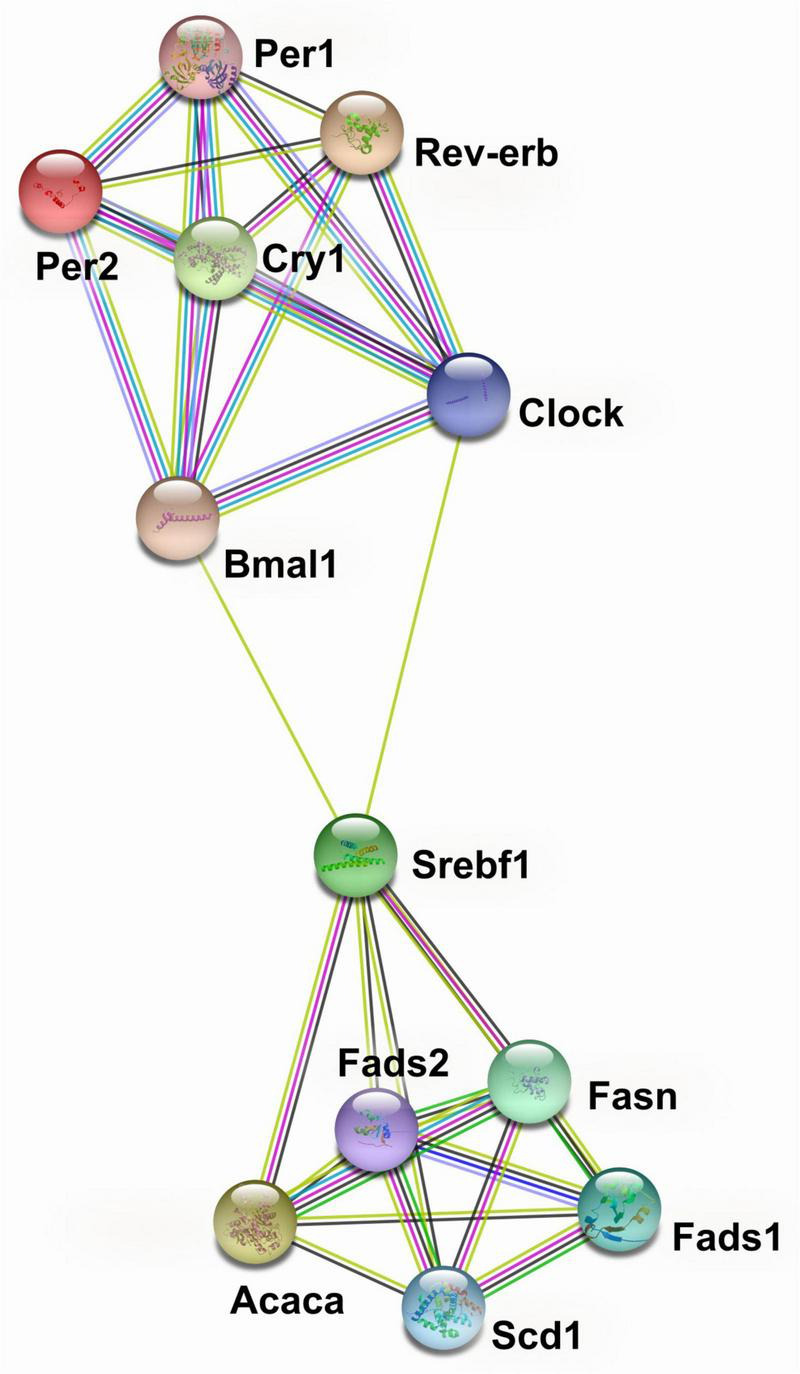
Protein-protein interaction network analysis of circadian genes and genes encoding lipid metabolism in liver from pubertal mice fed the AIN93G or high-fat diet. 

 from curated databases; 

 from expirermentally determined; 

 from text mining; 

 from protein homology; 

 from co-expression; 

 from gene neighborhood; 

 from gene fusions. The analysis was performed by using the STRING database (http://string-db.org).

### Transcriptome analysis

The analysis of differentially rhythmic transcripts showed that there were 3,535 transcripts that were arrhythmic in this study (Figure 4A). 

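Poly(A) RNA labelled as liver from 42 mice was sequenced, with 3 mice per diet at each of ZT 0, 4, 8, 12, 16, 20, and 24. The authors deposited the read counts of 54532 genes without normalization. The paper's text does not name the aligner, the counting tool, or the genome build. Of the gene identifiers, 54409 were found in GENCODE release M21, 53499 of them with identical start and end positions. Total counts ranged from 15128304 to 21368409 (median 16496510) in the 21 AIN93G libraries and from 14592481 to 19815356 (median 16817738) in the 21 HFD libraries. All 42 pairs of replicates of 1 condition differed by more than the sampling noise (lowest chi-square per degree of freedom, 17.3). Groups with at most 3 counts of a gene in every library were treated as lying at the floor, a limit that covers counting error only. Counts were scaled by library size and the TMM factors of edgeR (CPM) and log2 transformed with a prior count of 2. The 13394 genes with a mean count of at least 25 over the 42 libraries were retained, because the paper's text does not say how its minimum of 25 was applied. With other readings of it, 9569 genes had at least 25 counts in every library and 24136 had at least 25 in total.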

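Each transcript was fitted with 5 linear models of log2 CPM, in which 24 h cosine and sine terms were given to neither diet, to AIN93G alone, to the HFD alone, to both diets in common, or to each diet separately. The model with the lowest Bayesian information criterion was taken where its weight was at least 0.6. Of the 13394 transcripts, 3209 were arrhythmic in both diets, and 2968 reached that weight under no model. The arrhythmic class held 376 transcripts with the Akaike information criterion, and 8663 with a total of at least 25 counts as the filter, where 24136 transcripts were fitted. The class held 6543 transcripts when ZT 16 and ZT 20 were left out in both diets. Leaving out 1 library at a time gave between 2991 and 3518. In simulated counts with a known class, 10373 of 12594 arrhythmic transcripts were assigned to it.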

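A 24 h rhythm on AIN93G without a rhythm on the HFD was assigned to 6115 transcripts, with a median model weight of 0.884. On AIN93G, their fitted peak-to-trough range had a median of 2.27 on the log2 scale. The fitted peak lay within 3 h of ZT 18 in 3041 transcripts and within 3 h of ZT 6 in 3065, together 99.9% of the class, where evenly spread peaks would give 50%. For transcripts with a common rhythm in both diets the share was 94.9%. Of the 6115 transcripts, 5831 had an adjusted p-value under 0.05 between the diets at ZT 16 or ZT 20. A list of 30 hepatocyte genes held between 17.3% and 22.4% of the counts in 32 libraries. It held between 0.0699% and 0.165% in the other 10, which were all AIN93G libraries of ZT 16 and ZT 20 and 2 of the 3 libraries of each diet at ZT 24. With ZT 16 and ZT 20 left out in both diets, 36 of the 6115 transcripts were again assigned to a rhythm on AIN93G alone, 614 had a common rhythm, 2271 were arrhythmic, and 3163 were unclassified. The class held 3341 transcripts without ZT 20 in both diets. In simulated counts, 187 of 200 such transcripts were recovered, with 180 false assignments.

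**Figure D1:**
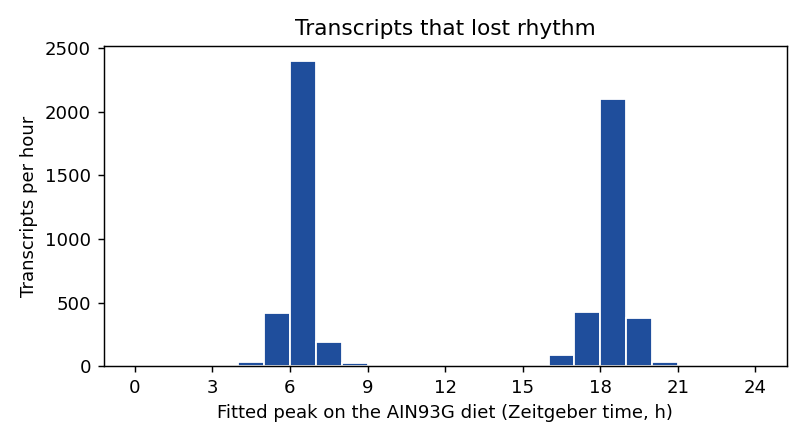
Fitted peak on the AIN93G diet, in hours of Zeitgeber time, of the 6115 transcripts with a rhythm on AIN93G alone. Bars give transcripts per hour, and the peaks gather around ZT 6 and ZT 18.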

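The opposite pattern, a rhythm on the HFD alone, was assigned to 213 transcripts. A rhythm in both diets with another amplitude or phase was assigned to 208, and a common rhythm to 681. The number with a common rhythm fell to 419 without ZT 8 and rose to 1240 without ZT 16 and ZT 20, each in both diets. The number with a rhythm on the HFD alone was 90 without ZT 16 in both diets. Most sensitive were the transcripts with a changed rhythm. Without 1 time point in both diets, they numbered 571 (ZT 0), 335 (ZT 4), 354 (ZT 12), 23 (ZT 16), 79 (ZT 20), and 465 (ZT 24). Leaving out 1 HFD library gave 126 (Y31_2 of ZT 24), 127 (Y28_3 of ZT 24), 127 (Y35_3 of ZT 16), and 384 (Y33_2 of ZT 24). In simulated counts, 191, 200, and 186 of 200 transcripts were recovered for the classes in this order, with 169, 16, and 109 false assignments. The changed rhythm was simulated as opposite phases at equal amplitude, so recovery of smaller shifts or lowered amplitudes was not tested.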

There were 5,094 transcripts that lost rhythms, 156 gained rhythms, 181 showed changes in rhythmicity, and 421 remained the same rhythms without alterations between the two groups (Figure 4A). 

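Fitted amplitudes were compared between the diets for the 208 transcripts assigned a different rhythm in each diet. The amplitude was lower on the HFD in 192 of them (92.3%). Its median was 0.63 on AIN93G and 0.40 on the HFD on the log2 scale, and the median ratio of HFD to AIN93G was 0.634. No p-value was computed, since transcripts are not independent replicates. The share with a lower amplitude on the HFD stayed between 87.3% and 95.1% when each of the 42 libraries was left out in turn. The class held 2 transcripts without ZT 16 and ZT 20 in both diets, and 1 of them had the lower amplitude on the HFD.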

In the transcripts that showed changes, the circular plot showed that the rhythm amplitude of differentially rhythmic transcripts was largely reduced in the HFD group relative to the AIN93G group (Figure 4B). There was no clear trend in phase change (Figure 4B).

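In the same 208 transcripts, the fitted peak on the HFD fell between 3 and 9 h after the peak on AIN93G in 171. It lay within 3 h in 10, between 3 and 9 h earlier in 1, and beyond 9 h in 26. The shifts had a mean direction of 6.76 h later on the HFD and a mean resultant length of 0.832, on a scale from 0 for evenly spread shifts to 1 for identical shifts. Without ZT 24 in both diets, the class held 465 transcripts with a mean resultant length of 0.0819. With each library left out in turn, the mean resultant length stayed between 0.652 (HFD library Y28_3 of ZT 24) and 0.867 (HFD library Y33_2 of ZT 24). The AIN93G and HFD libraries Y3_1, Y7_2, Y28_3, and Y31_2 of ZT 24 held few hepatocyte transcripts, while Y8_2 held 93.8% and Y33_2 99.5% of the AIN93G mean of ZT 0 to ZT 12. From the transcripts with lost, gained, or changed rhythms, the paper concludes that 3 weeks of the HFD disturbed circadian rhythms in the liver.

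**Figure D2:**
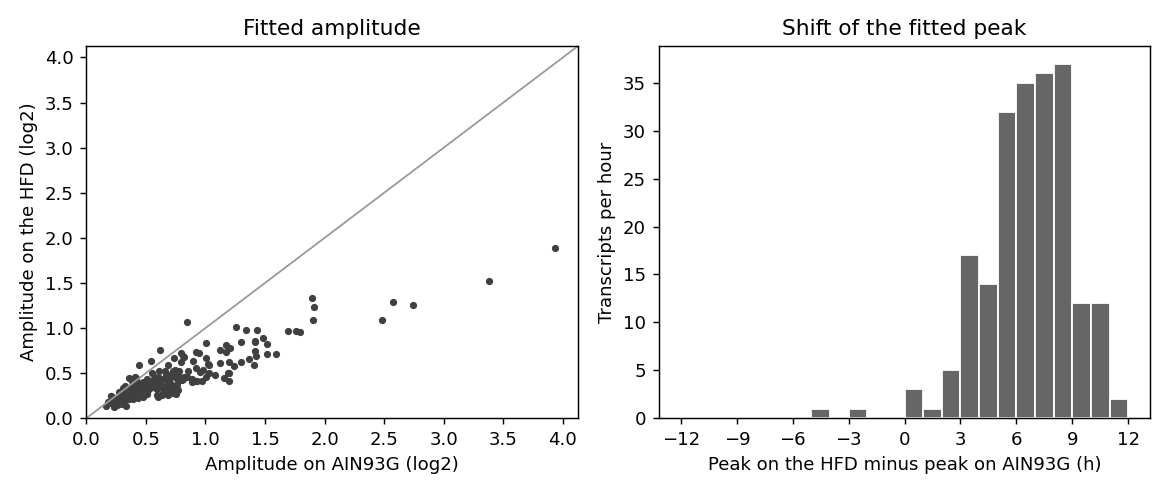
Left, fitted amplitude on the HFD against AIN93G (log2) for the 208 transcripts with a changed rhythm, with the line of equality. Right, shift of the fitted peak on the HFD in hours, in which 171 transcripts lie between 3 and 9 h later.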

**FIGURE 4:**
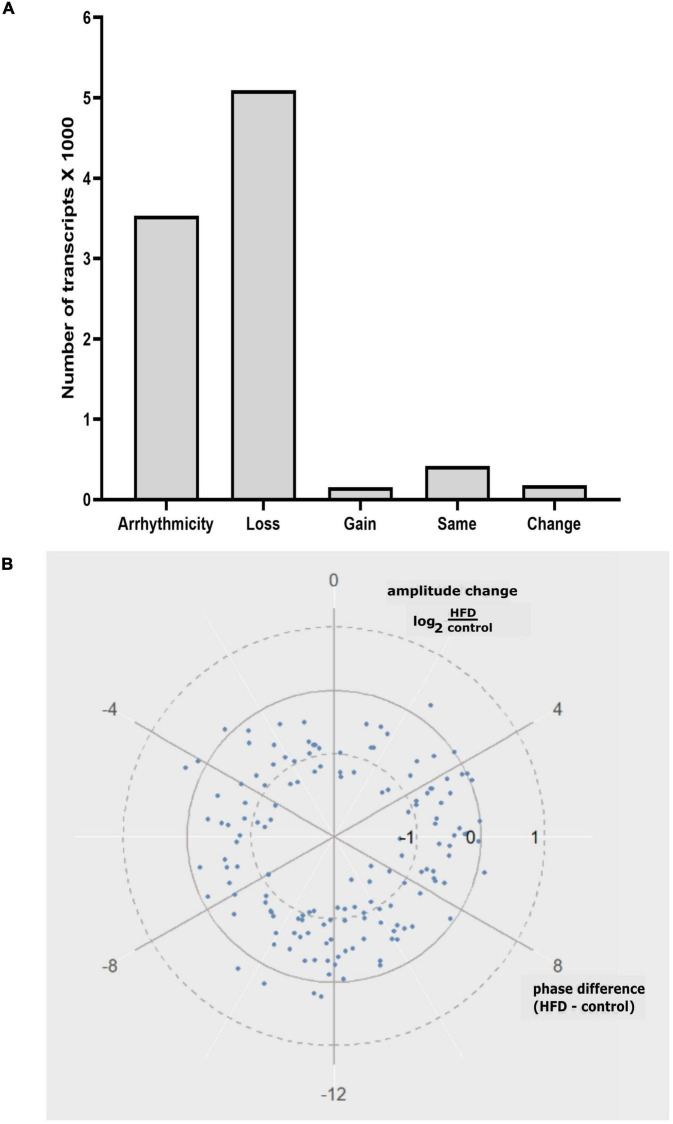
**(A)** Categorization of differentially rhythmic transcripts identified in this study: Arrhythmicity, Loss: loss of rhythms, Gain: gain of rhythms, Same: same rhythms, and Change: change of rhythms. **(B)** Circular plot representing the amplitude and phase changes in differentially rhythmic transcripts between the AIN93G and HFD groups.

Hierarchical clustering analysis on differential expression compared genes with similar expression patterns between the AIN93G and HFD groups. The most differentially expressed genes between the two groups at each of the seven time points are presented in Figure 5. 

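The diets were compared at each time point by the quasi-likelihood F-test of edgeR over 13394 genes, with Benjamini-Hochberg adjustment. At ZT 0, Serpina12 (ENSMUSG00000041567, chromosome 12, 104028769 to 104044443) was 62.8 ± 16.7 CPM (SD, n = 3) on AIN93G and 9.07 ± 2.40 CPM on the HFD, a log2 fold change of -2.81 (SE 0.21, adjusted p = 0.00313). Scd1 (ENSMUSG00000037071, chromosome 19, 44394451 to 44407709) was 15232 ± 5032 CPM and 1801 ± 759 CPM, a log2 fold change of -3.12 (SE 0.38, adjusted p = 0.0238). Ctcflos (ENSMUSG00000087382, chromosome 2, 173110818 to 173133204) had a log2 fold change of 2.00 (SE 0.20, adjusted p = 0.0161) and Sgk2 (ENSMUSG00000017868, chromosome 2, 162987330 to 163014127) of 1.12 (SE 0.12, adjusted p = 0.0161). The groups did not overlap for these genes, and their direction held in every alternative fit. The adjusted p-value was under 0.05 in 10 of 11 fits for Serpina12, 7 of 12 for Scd1, 9 of 12 for Ctcflos, and 7 of 11 for Sgk2, counting the fit given here and its alternatives. Without AIN93G library Y21_3 only Serpina12 of the 4 kept an adjusted p-value under 0.05. In a single fit of all 42 libraries, none of the 4 did.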

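At ZT 16 and ZT 20 the largest differences were in genes with at most 1 count per library in 1 diet, for which the fold is a lower bound against 3 counts. At ZT 16, Apoa5 (ENSMUSG00000032079, chromosome 9, 46268633 to 46271919) was 1327 ± 143 CPM (SD, n = 3) on the HFD against at most 1 count on AIN93G, at least 7254-fold higher. Serpina6 (ENSMUSG00000060807, chromosome 12, 103646630 to 103657212) was at least 2370-fold higher. Adipoq (ENSMUSG00000022878, chromosome 16, 23146536 to 23158028) was 2226 ± 765 CPM on AIN93G against at most 1 count on the HFD, at least 12771-fold lower. Glycam1 (ENSMUSG00000022491, chromosome 15, 103562759 to 103565081) was 289 ± 340 CPM on AIN93G and at least 1656-fold lower on the HFD (adjusted p = 0.0324). Its log2 fold change of -14.9 became -13.3 without AIN93G library Y1_3, so the size of the fold depends on that library. The call was lost in 5 of the 6 fits without 1 library (adjusted p up to 0.0771), all but the fit without AIN93G library Y8_3. At ZT 20, Hsd17b6 (ENSMUSG00000025396, chromosome 10, 127990936 to 128007611) was at least 1150-fold higher and Rdh16f2 (ENSMUSG00000074639, chromosome 10, 127866474 to 127877317) at least 1498-fold higher on the HFD. Lep (ENSMUSG00000059201, chromosome 6, 29060220 to 29073877) was at least 8837-fold lower and Apol6 (ENSMUSG00000033576, chromosome 15, 77044729 to 77057106) at least 2087-fold lower. Apart from Glycam1, the adjusted p-values of these genes were at most 0.000701 under every alternative. All genes shown in Figure 5 differed in the direction drawn there with an unadjusted p-value under 0.05. After adjustment this held for 14 of 40 genes at ZT 0, 0 of 27 at ZT 4, 0 of 40 at ZT 8, 0 of 6 at ZT 12, 40 of 40 at ZT 16, and 40 of 40 at ZT 20.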

Compared to the AIN93G diet, the HFD had the greatest effect on differential expression at ZT 16 and ZT 20 of the dark phase (Figure 5).

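An adjusted p-value under 0.05 was found for 7464 genes at ZT 16 (3714 higher and 3750 lower on the HFD) and 7847 genes at ZT 20 (3802 higher and 4045 lower). The time points shared 6403 of these genes, 6401 with the same direction. At ZT 0, 14 genes passed (6 higher and 8 lower), from 1 gene without AIN93G library Y21_3 to 35 genes without HFD library Y44_3. No gene passed at ZT 4, ZT 8, or ZT 12, where 462, 909, and 554 genes had an unadjusted p-value under 0.05. The Wald test of DESeq2 gave 30, 58, and 5 genes at these time points. In simulated counts with a dispersion of 0.02, lower than that of the libraries, the test of 3 against 3 recovered 200 of 200 genes with a 4-fold change, with 13 false calls. Among the 10 ways to divide the 6 libraries of a time point, the true one gave the most genes at ZT 0, ZT 16, and ZT 20. CPM values of the diets did not overlap for 80.1% of genes at ZT 16 and 76.0% at ZT 20, and for 3.31% to 12.6% at the other time points, where chance gives 10%. With counts scaled by library size alone, the median log2 fold change moved to -0.86 at ZT 16 and -0.67 at ZT 20, and 1945 genes were higher and 8257 lower at ZT 16.

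**Figure D3:**
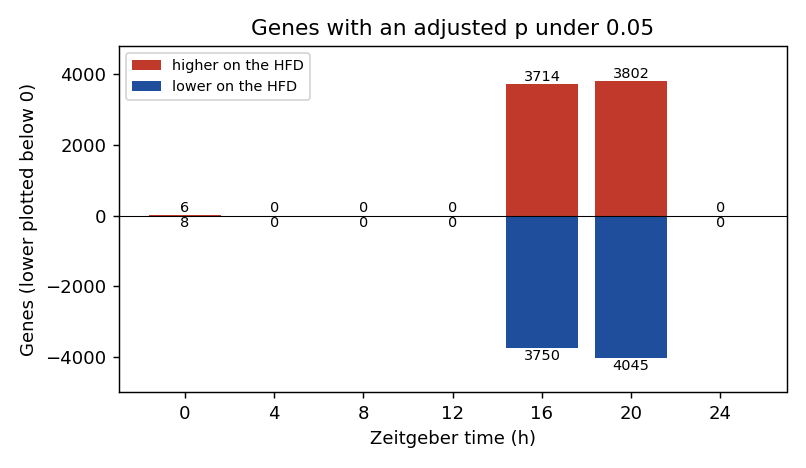
Number of genes with an adjusted p-value under 0.05 between the diets at each time point. Genes higher on the HFD are drawn upwards and genes lower on the HFD downwards, with 3714 and 3750 at ZT 16.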

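Lists of genes typical of 11 tissues or cell types were compared between the diets. All 30 hepatocyte genes had a higher CPM on the HFD at ZT 16 and at ZT 20, and all 20 adipocyte, 8 fibroblast, and 14 tested mammary epithelium genes had a lower CPM, under each of 3 ways of scaling the counts. All of these passed the test, adjusted over the list alone and over all genes. Fewer members of the lymphocyte list passed at ZT 20 (1 of 16 lower) than at ZT 16 (16 of 16 lower). At ZT 0, ZT 4, ZT 8, ZT 12, and ZT 24, no gene of these lists passed over all genes, and 3 of 7 brown adipocyte genes passed at ZT 4 when adjusted over the list alone. From the time points with the most differentially expressed genes, the paper concludes that the disturbance of metabolism by the HFD occurred mainly between ZT 16 and ZT 20.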

**FIGURE 5:**
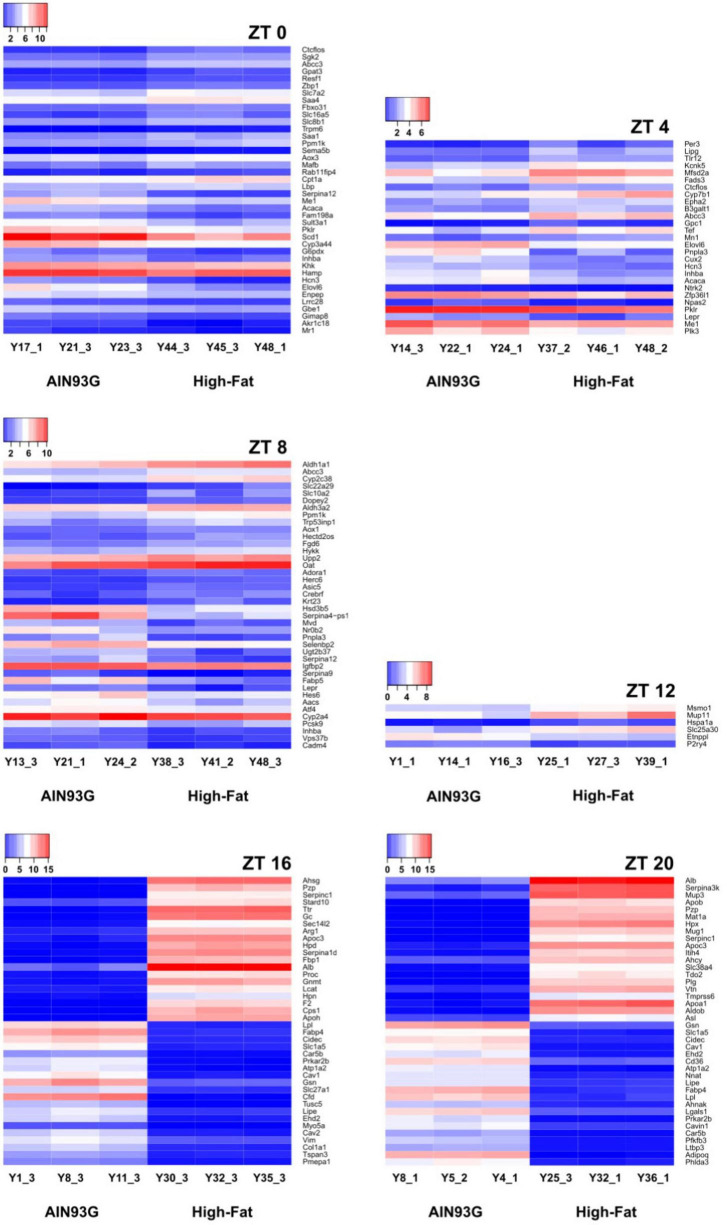
Hierarchical clustering heatmap of differentially expressed genes in liver from pubertal mice that are significantly altered by the high-fat diet. The 40 most differentially expressed genes are reported for ZT 0, 8, 16, and 20. Data not shown for ZT 24 (no significant differences in differentially expressed genes between the two groups). The color ranging from red to blue indicates that log2(FPKM+1) values are from large to small (*n* = 3 from each time point per group).

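At ZT 24, no gene had an adjusted p-value under 0.05 and 67 genes had an unadjusted p-value under 0.05. Leaving out any of the 6 libraries also gave 0 genes, and DESeq2 gave 3. The biological coefficient of variation was 0.936 at ZT 24 and at most 0.310 at the other time points. Replicates correlated across genes, which are not independent replicates, with Pearson's r between 0.384 and 0.931 on AIN93G and between 0.383 and 0.882 on the HFD. At the other time points, the lowest r was 0.897. The AIN93G libraries of ZT 24 held 81.0 (Y3_1), 28.2 (Y7_2), and 73226 (Y8_2) CPM of Alb (ENSMUSG00000029368, chromosome 5, 90460897 to 90476602), and the HFD libraries held 19.7 (Y28_3), 53.0 (Y31_2), and 80667 (Y33_2) CPM. Their CPM of Adipoq was 1658, 2529, 0, 2251, 2296, and 0 in the same order.

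**Figure D4:**
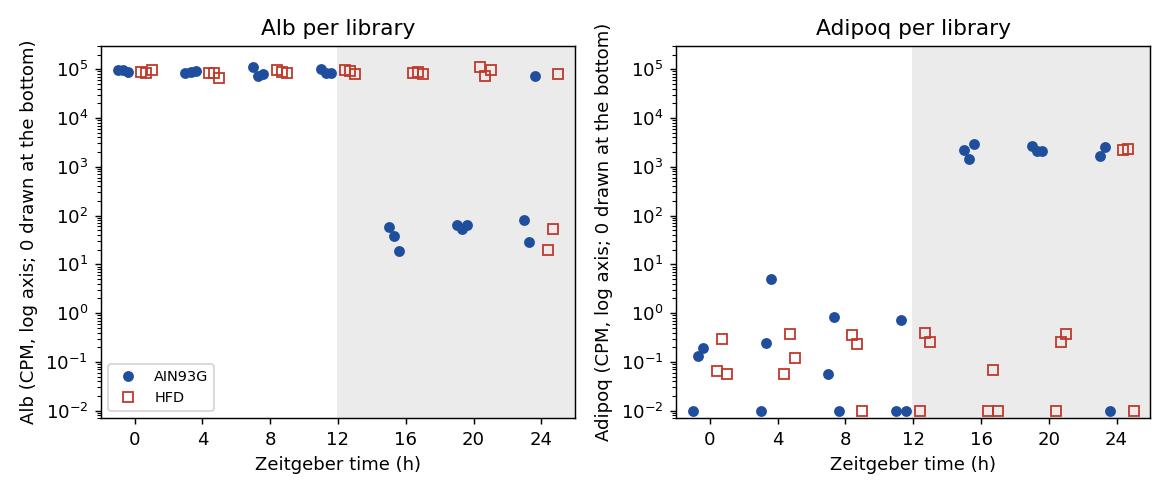
CPM of Alb (left) and Adipoq (right) in each of the 42 libraries by Zeitgeber time, on log axes, with AIN93G as filled circles, the HFD as open squares, and the dark phase shaded. At ZT 24, both diets have 2 libraries with under 100 CPM of Alb and 1 library with at least 73226 CPM.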

The KEGG enrichment analysis was performed to identify pathways and biological functions associated with differentially expressed genes. The most up-regulated and down-regulated KEGG terms by the HFD at each time point are presented in Figures 6, 7. 

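KEGG was not used here. Lists of genes for 31 pathways named in the paper were written by hand and tested at each time point with camera of limma, at a preset correlation of 0.01 between genes. An adjusted p-value under 0.05 was obtained for 8 lists at ZT 0, 1 at ZT 4, 4 at ZT 8, 5 at ZT 12, 28 at ZT 16, 26 at ZT 20, and 2 at ZT 24. All 28 lists of ZT 16 and all 26 lists of ZT 20 also passed under the rotation test fry, and no list of the other time points did. With the correlation estimated from the libraries, 2 lists passed, bile secretion and ascorbate and aldarate metabolism at ZT 20. With Reactome sets for 29 of the pathways in place of the lists, 16 passed at ZT 16 and 14 at ZT 20. Leaving out 1 library gave between 27 and 28 lists at ZT 16 and between 26 and 27 at ZT 20. The range was 5 (AIN93G library Y21_3 left out) to 11 (HFD library Y44_3) at ZT 0, 1 to 6 (HFD library Y46_1) at ZT 4, 1 (HFD library Y27_3) to 8 (AIN93G library Y1_1) at ZT 12, and 6 (HFD library Y28_3) to 24 (HFD library Y33_2) at ZT 24. In simulated counts, all genes of 4 of the 31 lists were shifted 2-fold, and all 4 lists were recovered. No false call was made among the lists that share no gene with them. Genes were drawn independently there, so the preset correlation was not tested.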

A greater number of significantly enriched KEGG pathways occurred at ZT 16 and ZT 20 of the dark phase (Figure 7). The up-regulated pathways included retinol metabolism, cholesterol metabolism, steroid and steroid hormone biosynthesis, bile acid synthesis and secretion, linoleic acid metabolism, glycine, serine, and threonine metabolism, tryptophan metabolism, protein processing in endoplasmic reticulum, pentose and glucuronate interconversions, glutathione metabolism, and ascorbate and aldarate metabolism. 

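Of the lists with an adjusted p-value under 0.05, 18 were higher on the HFD at ZT 16 and 18 at ZT 20. Bile secretion was higher at ZT 16 (35 of 42 genes higher and 3 lower, adjusted p = 6.8e-13) and ZT 20 (35 higher and 4 lower, adjusted p = 9.5e-14). Complement and coagulation cascades were higher at ZT 16 (45 of 65 genes, adjusted p = 4.7e-08), as was fatty acid degradation (23 of 38 genes, adjusted p = 1.7e-06). Protein export had 13 of 23 genes higher at ZT 16 (adjusted p = 0.0105) and an adjusted p of 0.0206 at ZT 20, which rose to 0.0539 without AIN93G library Y8_1. PPAR signaling was higher at ZT 16 (33 of 63 genes, adjusted p = 0.0302), and its adjusted p rose to 0.0516 without HFD library Y30_3. Many members of these lists are expressed mainly by hepatocytes. The AIN93G libraries of both time points held between 18.7 and 64.8 CPM of Alb and the HFD libraries at least 72730 CPM.

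**Figure D5:**
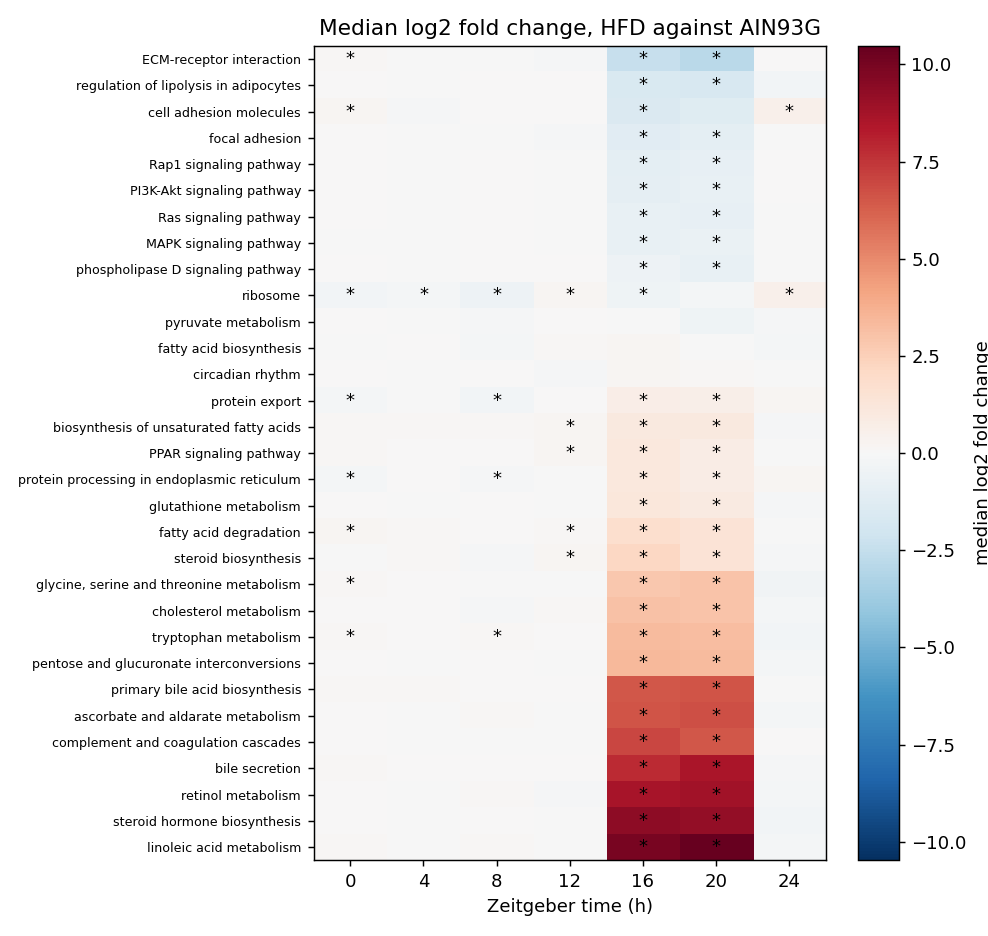
Median log2 fold change of HFD against AIN93G for the genes of 31 lists at each time point, with genes at the floor in 1 diet set to their lower bound. Asterisks mark an adjusted p under 0.05, which 28 lists have at ZT 16 and 26 at ZT 20.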

Pathway down-regulations occurred in focal adhesion, MAPK signaling pathway, lipolysis in adipocytes, Ras and Rap1 signaling pathways, P13-Akt signaling pathway, cell adhesion molecules, extracellular matrix-receptor interaction, and phospholipase D signaling pathway.

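At ZT 16, 10 lists were lower on the HFD. Regulation of lipolysis in adipocytes had 33 of 43 genes lower and 4 higher, with a median log2 fold change of -1.57 (adjusted p = 1.4e-07). Extracellular matrix-receptor interaction had 32 of 53 genes lower (median -2.45, adjusted p = 4.2e-05), and focal adhesion had 63 of 108 genes lower and 20 higher (median -1.16, adjusted p = 5.8e-05). In PI3K-Akt signaling, 87 of 171 genes were lower (median -0.90, adjusted p = 0.000114), and in MAPK signaling, 78 of 158 (median -0.77, adjusted p = 0.000598). Of the Ras list 66 of 124 genes were lower (median -0.80, adjusted p = 0.000621), and of the Rap1 list 67 of 128 (median -1.03, adjusted p = 0.000781). Phospholipase D signaling had 50 of 102 genes lower and 21 higher (median -0.52, adjusted p = 0.00255). Cell adhesion molecules had 41 of 73 genes lower (median -1.52, adjusted p = 0.0190), and the ribosome list 26 of 80. With counts scaled by library size alone, the median of all genes itself moved to -0.86 at this time point. All 20 genes of a separate adipocyte list were lower on the HFD, with a median log2 fold change of -8.60.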

**FIGURE 6:**
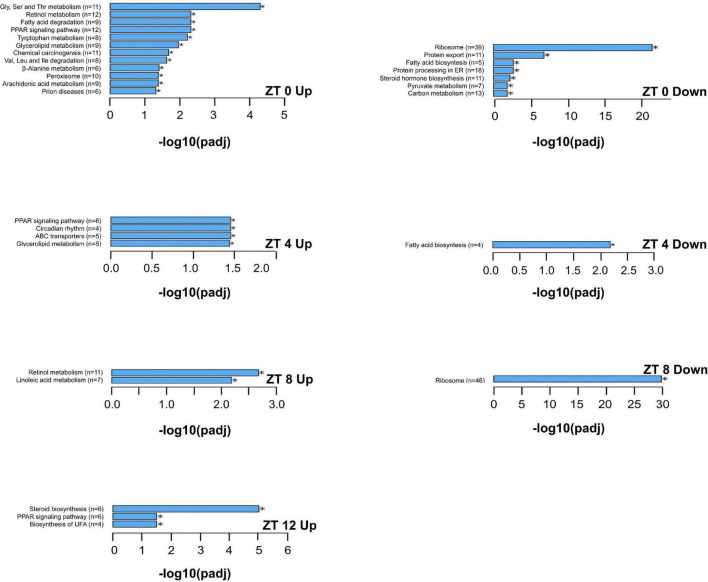
The upregulated and downregulated pathways and biological functions by the KEGG enrichment analysis of differentially expressed genes that are significantly altered by the high-fat diet in liver from pubertal mice for ZT 0, 4, 8, and 12 (adjusted *p* ≤ 0.05, *n* = 3 from each timepoint per group). Data not shown for downregulations at ZT 12 (no significant differences in KEGG terms between the two groups). Up: upregulated; Down: downregulated. Numbers in paratheses are numbers of differentially expressed genes identified. ABC transporters: ATP binding cassette transporters; ER: endoplasmic reticulum; PPAR: peroxisome proliferator-activated receptors; UFA: unsaturated fatty acids.

**FIGURE 7:**
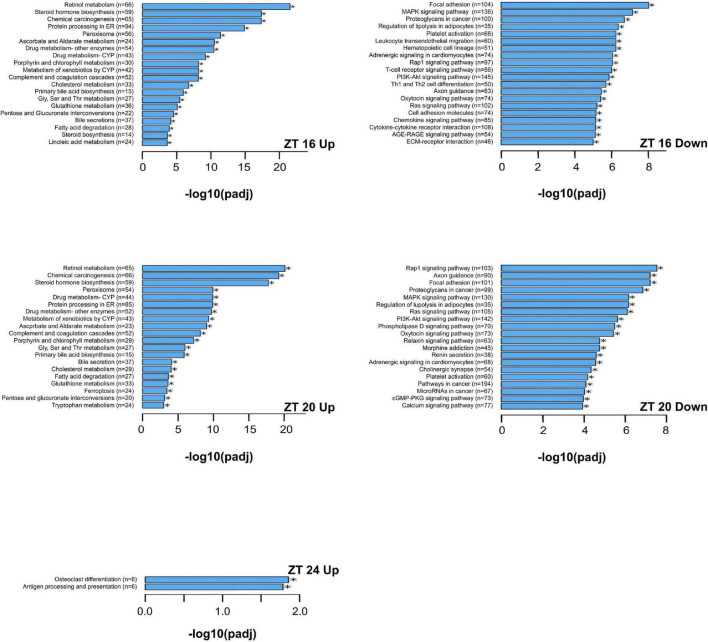
The upregulated and downregulated pathways and biological functions by the KEGG enrichment analysis of differentially expressed genes that are significantly altered by the high-fat diet in liver from pubertal mice for ZT 16, 20, and 24 (adjusted *p* ≤ 0.05, *n* = 3 from each timepoint per group). The 20 most upregulated and 20 most downregulated KEGG terms are reported for ZT 16 and 20. Data not shown for downregulations at ZT 24 (no significant differences in KEGG terms between the two groups). Up: upregulated; Down: downregulated. Numbers in paratheses are numbers of differentially expressed genes identified. AGE-RAGE signaling pathway: advanced glycation endproducts-receptors for advanced glycation endproducts signaling pathway in diabetic complications; cGMP-PKG: cGMP-protein kinase G; CYP: cytochrome P450; ECM: extracellular matrix; ER: endoplasmic reticulum; MAPK: mitogen-activated protein kinase; PI3K-AKT: Phosphatidylinositol 3-kinase-protein kinase B; Th1 and Th2 cell differentiation: type 1 T helper and type 2 T helper cell differentiation.

## Discussion

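A list of 18 clock genes was read from the same fits. Nr1d1 and Nr1d2 had a common rhythm in both diets, with a fitted peak of Nr1d1 at ZT 5.94 on AIN93G and ZT 6.18 on the HFD and amplitudes of 1.93 and 2.73 on the log2 scale. Per2 and Cry1 were assigned a rhythm on the HFD alone, and Hlf and Bhlhe41 a rhythm on AIN93G alone. Hepatocyte transcripts were low in all AIN93G libraries of ZT 16 and ZT 20. They were also low in Y3_1, Y7_2, Y28_3, and Y31_2 of ZT 24. The classes of clock genes therefore do not separate diet from tissue. The class was arrhythmic for 7 genes, Clock and Per1 among them, and 4 genes, among them Arntl (Bmal1), were unclassified. Without ZT 16 and ZT 20 in both diets, 13 of the 18 genes were arrhythmic. When ZT 24 was left out as well, a choice made after the values per library had been seen, 17 of the 18 had a common rhythm in both diets and Cry2 was arrhythmic. Those fits rest on ZT 0 to ZT 12. At ZT 12, the clock genes of 3 of the 6 libraries correlated best with ZT 0 and those of the other 3 with ZT 8, among references of ZT 0, 4, 8, 16, and 20 on the HFD that did not include ZT 12 itself.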

The rhythmicity analysis of differentially rhythmic transcripts showed that feeding pubertal mice the HFD for 3 weeks disturbed circadian rhythms in liver. More specifically, the HFD altered amplitude of rhythmic oscillations of *Clock*, *Bmal1*, *Rev-erbα*, *Per1*, *Per2*, and *Cry1*, elevated expression of *Clock*, *Per1*, and *Cry1*, and decreased expression of *Bmal1* and *Per2*. These results agree with a previous report that the HFD alters circadian gene expression in pubertal mammary glands (33).

Up-regulated *Per1* and down-regulated *Per2* expression by the HFD indicate that the HFD may alter genes of the *Per* family through different mechanisms. The *Per* gene expression is up-regulated by the *Clock/Bmal1* heterodimer and they, in turn, repress *Clock/Bmal1* expression. Previous research showed that the expression of *Per2* is not driven by peripheral oscillators in liver, but by the systematic feedback (34). Liver-specific *Per2* knockout leads to loss of food anticipatory activity and interferes with β-hydroxybutyrate production and its subsequent process in brain (35). β-Hydroxybutyrate is a byproduct of fat oxidation. However, β-hydroxybutyrate administration rescues food anticipatory activity in liver-knockout mice but not in whole body knockout mice, indicating a systemic regulation on *Per2* expression (35). Furthermore, a recent study showed differential expression of *Per2* between mice fed a high-sucrose diet and those fed a high-fat diet (36). Taken together, it suggests a role of dietary fat sensing in the expression of *Per* genes.

The present study showed that the expression of genes encoding lipid metabolism is in a diurnal pattern. The HFD decreased amplitude of *Acaca*, *Fasn*, and *Scd1* expression in liver. It suggests a decrease in *de novo* fatty acid synthesis, as a result of excessive fatty acids available from the diet. Acaca catalyzes the synthesis of malonyl CoA from acetyl-CoA, which is the first rate-limiting step in fatty acid synthesis. Fasn catalyzes biosynthesis of palmitate from condensation of acetyl CoA and malonyl CoA into long-chain saturated fatty acids (37). Scd1 catalyzes the desaturation of oleate and palmitoleate from stearoyl CoA and palmitoyl CoA, respectively. Furthermore, elevated expression of *Fads1* and *Fads2* occurred in HFD-fed mice, indicating an increase in synthesis of long-chain polyunsaturated fatty acids, which are essential components of plasma membranes (38, 39). Taken together, our findings showed that the HFD disturbed rhythmic expression of genes encoding lipid metabolism and the self-regulated controls of *de novo* fatty acid biosynthesis for lipogenesis in pubertal mice.

The protein-protein interaction network analysis clustered two groups of genes, those of circadian regulation and those of lipid metabolism, together by linking *Clock* and *Bmal1* in the circadian cluster to *Srebf1* in the lipid metabolism cluster. The *Srebf1* is a transcription factor that plays a key role in lipogenesis, facilitating the storage of fatty acids as triacylglycerols in liver by regulating expression of genes involved in lipid metabolism (40, 41). While the connection between the circadian genes and *Srebf1* must be considered preliminary because the relationship is based on text mining (22, 23) and because our results are transcriptional and not from direct measurement of protein expression, it does suggest that *Clock* and *Bmal1* or their dimers may regulate *Srebf1* during lipogenesis. Our findings support a previous study showing that the circadian clock modulates the promoter activity of *Srebf1* in hepatocyte nuclei from mice (42). Further investigations are warranted to understand the association between circadian regulation and *Srebf1*-mediated lipogenesis.

The HFD-induced metabolic disturbance mainly occurred in the dark phase of the day, specifically from ZT 16 to ZT 20. 

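Whether the difference between the diets varied over the day was tested for each gene by the interaction of diet with time point over all 42 libraries. The interaction had an adjusted p-value under 0.05 for 6239 of 13394 genes by edgeR and for 6862 genes by DESeq2. It was found for 2650 genes without ZT 16 in both diets and 2765 genes without ZT 20. Without both, it was found for 0 genes, with 413 genes at an unadjusted p-value under 0.05. Leaving out 1 library at a time gave between 5711 and 7353 genes. Restricted to genes with at least 25 counts in every library, 3830 of 9569 genes had an interaction. In simulated counts, the interaction was recovered for 200 of 200 genes, with 8 false calls. Of 60 random assignments of the diets, the true one gave the most genes. At ZT 16 and ZT 20, hepatocyte genes of the AIN93G libraries summed to at most 0.745% of their mean at ZT 0 to ZT 12.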

The KEGG enrichment analysis of differentially expressed genes showed up-regulations of signaling pathways related to retinol metabolism, fatty acid and lipid metabolism, amino acid metabolism and protein synthesis, and protection against oxidative damage. Down-regulations included pathways involved in diverse cellular processes, including cell proliferation, adhesion, migration, apoptosis, and cell survival.

In the present study, retinol metabolism is the leading up-regulated pathway in the dark phase by the HFD. 

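The retinol metabolism list had the smallest adjusted p of the 31 lists at ZT 16 (1.8e-18) and at ZT 20 (1.8e-19). Of its 63 tested genes, 56 were higher on the HFD and 2 lower at ZT 16, and 56 higher and 4 lower at ZT 20. The median log2 fold change was 11.39 at ZT 16. Setting the 28 genes at the floor in 1 diet to their lower bound gave 8.63. At ZT 20 the bounded median was 8.84. No call was made for the list at ZT 0, ZT 4, ZT 8, ZT 12, or ZT 24, where its adjusted p was at least 0.140. Counts of the hepatocyte gene Alb in the AIN93G libraries of ZT 16 came to 58.2, 37.3, and 18.7 CPM.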

Retinol is a precursor for biosynthesis of at least two critical metabolites, retinal and retinoic acid. Retinal is required for rhodopsin formation and vision (43). Retinoic acid functions as a ligand for nuclear retinoic acid receptors that regulates the expression of numerous genes for development and metabolism (44, 45). The retinoic acid metabolism occurs in two steps. The first is the oxidation of retinol to retinal by retinol dehydrogenase (46). The second is the oxidation of retinal to retinoic acid by retinal dehydrogenases (47). On a per calorie basis, the AIN93G diet and HFD provided equal amounts of nutrients including retinol to mice. We did not record food intake in this study because daily animal handling might disturb diurnal rhythms. However, we found in previous studies that energy intakes of post-pubertal mice fed the HFD are similar to that of mice fed the AIN93G diet (9, 30). Our findings suggest that the HFD may increase the production of retinoic acid that may be responsible, at least partly, for alterations in gene expression in the dark phase.

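Steroid hormone biosynthesis was higher on the HFD at ZT 16 (44 of 49 genes higher and 2 lower, adjusted p = 3.1e-17) and ZT 20 (44 higher and 3 lower, adjusted p = 2.2e-18), with bounded medians of 9.33 and 9.19 on the log2 scale. All 15 genes of the primary bile acid biosynthesis list were higher at both time points, with median log2 fold changes of 6.52 and 6.58 (adjusted p = 1.7e-08 and 1.2e-09). In the cholesterol metabolism list, 28 of 44 genes were higher and 7 lower at ZT 16 (median 3.06, adjusted p = 6.0e-06), with an adjusted p of 1.0e-05 at ZT 20. Steroid biosynthesis had 14 of 16 genes higher at ZT 16 (median 2.17, adjusted p = 4.2e-05) and 11 at ZT 20 (median 1.46). Hepatocyte markers were low, though present, in the 6 AIN93G libraries compared here. The 30 listed had a median log2 fold change of 12.55 at ZT 16, which was not bounded and cannot be compared in size with the bounded medians.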

Up-regulations of steroid and steroid hormone biosynthesis and primary bile acid biosynthesis, as well as the up-regulated cholesterol metabolism, at ZT 16 and ZT 20 are evidence that the HFD accelerates cholesterol utilization in the dark phase. Cholesterol is the precursor for steroid and steroid hormone biosynthesis. The biosynthesis of bile acid involves modification of the cholesterol ring structure, conjugation, and removal of the side chain. Our findings of up-regulated bile acid biosynthesis and bile secretion support previous reports that HFD increases the total bile acid pool, which is likely a response to the increased dietary fat intake and availability of cholesterol from the diet (48). Furthermore, consistent with the up-regulated expression of *Fads1* and *Fads2*, the up-regulation of linoleic acid metabolism suggests an increase in biosynthesis of arachidonic acid, which is a constituent of phospholipids in plasma membranes (38, 39, 49). 

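The linoleic acid metabolism list of 26 genes was higher on the HFD at ZT 16 (21 higher and 4 lower, adjusted p = 3.9e-08) and ZT 20 (21 higher and 4 lower, adjusted p = 1.3e-08). Its median log2 fold change with genes at their lower bound was 9.94 and 10.48. At ZT 16, 11 of the genes lay at the floor in 1 diet. At ZT 8 the list was not called (adjusted p = 0.140). Biosynthesis of unsaturated fatty acids had 14 of 26 genes higher and 6 lower at ZT 16 (median 0.98, adjusted p = 0.00807) and 15 higher and 8 lower at ZT 20 (adjusted p = 0.0187). The 30 hepatocyte genes, none of which was lower, had a median of 12.34 at ZT 20, without setting genes at the floor to their lower bound.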

The up-regulated cholesterol metabolism in the dark phase suggests anabolic needs of mice in the active phase while the down-regulation of lipolysis may be a response to the increased availability of dietary fat.

The HFD up-regulated pathways of glycine, serine and threonine metabolism and tryptophan metabolism in pubertal liver. 

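Glycine, serine and threonine metabolism was higher on the HFD at ZT 16 (27 of 37 genes higher and 5 lower, median log2 fold change 2.81, adjusted p = 1.6e-07) and ZT 20 (27 higher and 6 lower, median 2.96, adjusted p = 3.4e-06). With a Reactome set, which holds other genes, the direction was reversed for glycine, serine and threonine metabolism at ZT 16 (adjusted p = 0.0229) and for glycine, serine and threonine metabolism at ZT 20 (adjusted p = 0.0113). Tryptophan metabolism had 24 of 34 genes higher and 3 lower at ZT 16 (median 3.28, adjusted p = 7.2e-07) and 24 higher and 6 lower at ZT 20 (median 3.26, adjusted p = 3.7e-07). Tryptophan metabolism was also higher at ZT 0 (median 0.15, adjusted p = 0.0107), but in 3 of the 6 fits without 1 library it was not (Y21_3 and Y23_3 of AIN93G, Y45_3 of the HFD; adjusted p up to 0.0924), and at ZT 8 (adjusted p = 0.000395). The fry test called neither at ZT 0 or ZT 8. Alb in the AIN93G libraries of ZT 20 was 64.8, 53.4, and 62.9 CPM.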

Metabolically, glycine and serine are interconvertible by serine hydroxymethyltransferase (50). Glycine is also an intermediate in threonine metabolism catabolized by threonine dehydrogenase to pyruvate (51–53). Tryptophan plays an important role in protein biosynthesis through the action of tryptophanyl-tRNA synthetase (54, 55). Furthermore, the HFD up-regulated protein processing in endoplasmic reticulum. It points to an increase in newly synthesized peptides to be glycosylated in endoplasmic reticulum before being transported to Golgi complex for further processing. These findings suggest that the HFD may increase non-essential amino acid and protein syntheses in pubertal liver, which may set the stage for further anabolic processes that will drive excess weight gain.

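Protein processing in endoplasmic reticulum, a list of 83 tested genes, was higher on the HFD at ZT 16 (63 genes higher and 4 lower, median log2 fold change 1.13, adjusted p = 3.5e-09) and ZT 20 (54 higher and 9 lower, median 0.80, adjusted p = 6.8e-07). The difference between ZT 16 and ZT 0 was tested as an interaction over the list, with an adjusted p of 1.05e-09. None of the 83 genes lay at the floor at ZT 16, where hepatocyte genes made up at most 0.147% of the counts of the AIN93G libraries.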

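For pentose and glucuronate interconversions, 23 of 32 genes were higher on the HFD and 5 lower at ZT 16 (median log2 fold change 3.4, adjusted p = 1.4e-07), and 23 were higher and 5 lower at ZT 20 (median 3.30, adjusted p = 6.8e-07). In 1 diet, 10 of the genes lay at the floor at ZT 16 and 7 at ZT 20. At ZT 0 no gene of the list passed and its median was 0.04 (adjusted p = 0.886). The AIN93G libraries of ZT 16 held between 1455 and 2984 CPM of Adipoq.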

The observed up-regulation of the pentose and glucuronate interconversion pathway supports the notion of up-regulated non-essential amino acid and protein syntheses, as well as up-regulations of fatty acid metabolism. The pentose and glucuronate interconversion pathway plays an important role in many biosynthesis pathways, including transamination, deamination, lipogenesis, and gluconeogenesis (56).

The HFD up-regulated both glutathione metabolism and ascorbate and aldarate metabolism in the dark phase. 

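Ascorbate and aldarate metabolism had 20 of 22 genes higher and none lower on the HFD at ZT 16 (bounded median log2 fold change 6.62, adjusted p = 1.2e-11) and at ZT 20 (bounded median 6.74, adjusted p = 2.0e-11). Glutathione metabolism had 29 of 48 genes higher and 11 lower at ZT 16 (median 1.18, adjusted p = 0.00516) and 27 higher and 13 lower at ZT 20 (median 0.94, adjusted p = 0.0152). In the light phase the lists were not called at ZT 0 (adjusted p = 0.993 and 0.886) or ZT 8 (adjusted p = 0.647 and 0.697). Both comparisons in the dark phase set AIN93G libraries low in hepatocyte transcripts against HFD libraries that were not.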

Glutathione is an antioxidant that maintains cellular redox homeostasis (57). Ascorbate and aldarate metabolism is an important carbohydrate metabolic pathway that protects cells against oxidative damage from aerobic metabolism (58). Our findings indicate that the cellular protection against oxidative damage is rhythmic, which may be in a similar oscillating pattern to that of up-regulated metabolic pathways occurring during the active phase.

In the dark phase, the HFD down-regulated a number of signaling pathways that regulate diverse cellular processes, including cell differentiation, proliferation, cell adhesion, migration, apoptosis, and cell survival. These down-regulations included focal adhesion, MAPK signal pathway, Ras and Rap1 signaling pathways, the P13K-Akt signaling pathway, cell adhesion molecules, extracellular matrix-receptor interaction, and the phospholipase D signaling pathway. 

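At ZT 20, 8 lists were lower on the HFD, with 35 of 43 genes of lipolysis regulation among the lower (adjusted p = 5.1e-08). Focal adhesion had 65 of 108 genes lower and 19 higher (adjusted p = 1.2e-05), and extracellular matrix-receptor interaction 34 of 53 (median log2 fold change -2.84, adjusted p = 9.2e-05). PI3K-Akt signaling had 92 of 171 genes lower (adjusted p = 0.000164), Ras signaling 66 of 124 (adjusted p = 0.000433), and MAPK signaling 79 of 158 (adjusted p = 0.000543). For Rap1 signaling 74 of 128 genes were lower (adjusted p = 0.000596), and for phospholipase D signaling 58 of 102 (adjusted p = 0.00217). Cell adhesion molecules did not pass at ZT 20 (37 of 73 genes lower, adjusted p = 0.104). The fibroblast list, not part of these pathways, had 8 of 8 genes lower with a median log2 fold change of -5.43.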

Taken together, these regulatory changes by the HFD that occurred particularly in the dark phase are evidence of the existence of coordinated mechanisms in rhythmic oscillations that temporally control the balance between metabolism and cellular maintenance.

In contrast to the dark phase, the HFD down-regulated signaling pathways related to lipid, protein, and energy metabolism at ZT 0. These pathways included fatty acid biosynthesis, steroid hormone biosynthesis, protein processing in endoplasmic reticulum and export, pyruvate metabolism, and carbon metabolism. It suggests that there is a transition in metabolism from the active dark phase to the resting light phase. In addition, there were no differences in these metabolic pathways between the AIN93G and HFD groups at the remaining time points of the light phase. These findings demonstrate further that the HFD-induced metabolic disturbance oscillates in a diurnal fashion with the most active in the dark phase of the day.

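At ZT 0, the lists of ribosome (80 genes, median log2 fold change -0.29, adjusted p = 4.6e-24), protein processing in endoplasmic reticulum (median -0.20, adjusted p = 3.6e-08), and protein export (median -0.23, adjusted p = 3.6e-06) were lower on the HFD. No single gene of them passed over all genes. Fatty acid biosynthesis (adjusted p = 0.105), steroid hormone biosynthesis (adjusted p = 0.607), and pyruvate metabolism (adjusted p = 0.622) were not called, although 1 gene of the first and 2 of the last were lower. Higher on the HFD were fatty acid degradation (median 0.18, adjusted p = 0.00378), cell adhesion molecules (median 0.18, adjusted p = 0.00501), extracellular matrix-receptor interaction (median 0.12, adjusted p = 0.0169), and glycine, serine and threonine metabolism (median 0.09, adjusted p = 0.0141). Without HFD library Y45_3 fatty acid degradation was not called (adjusted p = 0.118). Without HFD library Y44_3 cell adhesion molecules (adjusted p = 0.0604) and extracellular matrix-receptor interaction (adjusted p = 0.314) were not, the latter also not without AIN93G library Y21_3. Glycine, serine and threonine metabolism was not called in 3 of the 6 fits without 1 library (Y21_3, Y23_3, and Y45_3), with an adjusted p up to 0.0784. Under fry the adjusted p of every list was at least 0.473. With the correlation estimated from the libraries, 0 lists passed at ZT 0, so these calls rest on the preset correlation.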

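At ZT 4, the ribosome list was lower on the HFD (median log2 fold change -0.17, adjusted p = 2.1e-08), a call that was lost without HFD library Y37_2 (adjusted p = 0.178) and in 1 other of the 6 fits without 1 library (AIN93G library Y14_3). None of the other 30 lists passed. At ZT 8, the lists of ribosome (median -0.52, adjusted p = 3.3e-23), protein processing in endoplasmic reticulum (median -0.14, adjusted p = 7.5e-05), and protein export (median -0.32, adjusted p = 0.000395) were lower, the second only with HFD library Y41_2 included (adjusted p = 0.354 without it). At ZT 8, fatty acid biosynthesis had an adjusted p of 0.412, steroid hormone biosynthesis of 0.716, and pyruvate metabolism of 0.581. At ZT 12, protein processing in endoplasmic reticulum (adjusted p = 0.572) and protein export (adjusted p = 0.771) were not called. Higher on the HFD at ZT 12 were the lists of ribosome (median 0.19, adjusted p = 6.1e-15), PPAR signaling pathway (median 0.18, adjusted p = 0.00293), steroid biosynthesis (median 0.19, adjusted p = 0.00293), biosynthesis of unsaturated fatty acids (median 0.22, adjusted p = 0.00337), and fatty acid degradation (median 0.15, adjusted p = 0.0143). Of the 6 fits without 1 library at ZT 12, the call was lost in 0, 3, 3, 2, and 4 for these lists in this order. Of the calls at ZT 4, ZT 8, and ZT 12, none held under fry, whose smallest adjusted p at ZT 8 was 0.200.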

The observed circadian disturbance by the HFD with soybean oil as the source of dietary fat was similar to previous studies with lard as the dietary fat (14, 16, 59). We found previously that mice fed a soybean oil-based HFD consumed more diet in the light phase than in the dark phase (unpublished data), which is consistent with existing publications using lard-based HFD (14, 16, 59). These findings suggest that it is not the type of dietary fat but rather the temporal dysregulation of food intake pattern by the HFD that may disturb diurnal rhythms in mice. This is supported by findings that time-restricted feeding of an HFD to the dark phase restores metabolic rhythms in mice (10, 60).

A limitation of this study is that we did not analyze body composition because the magnetic resonance imaging analysis might alter diurnal rhythms in mice. Nevertheless, the observed rhythmic alterations in HFD-fed mice may be a direct effect of dietary fat, rather than an accumulation of body adiposity. This is supported by the findings of elevated hepatic triacylglycerols [soybean oil is a rich source of it (61)] and the null elevation of *Srebf1* in HFD-fed mice. This notion is further supported by the down-regulation of genes involved in *de novo* lipogenesis (e.g., *Acaca*, *Fasn*, and *Scd1*) in these mice.

In summary, feeding pubertal mice the HFD for 3 weeks altered hepatic metabolic rhythms with the greatest alteration in the dark phase. These alterations may disturb metabolic homeostasis during puberty and lead to metabolic abnormalities in these mice.

## Data availability statement

The original contributions presented in this study are publicly available. This data can be found here: https://www.ncbi.nlm.nih.gov/, GSE218932.

## Ethics statement

This study was reviewed and approved by the Institutional Animal Care and Use Committee of the Grand Forks Human Nutrition Research Center.

## Author contributions

LY and SS conceived and designed the study, performed experiments, collected data, and wrote the manuscript. DP and LJ performed statistical analyses. All authors contributed to the data interpretation and manuscript revisions and agreed the final version of the manuscript.

How the deposited data were processed for this re-analysis (not part of the article)

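RNA sequencing of 42 mice was used, 3 per diet at each of 7 time points from ZT 0 to ZT 24, with the diet and time point of each library taken from its sample record. The authors deposited 1 table of read counts per gene, in the unit count, without normalization. Library construction, sequencing, and read processing were done for the authors by a company. The aligner, counting tool, strand setting, and genome build are not named in the text or the sample records, and gene identifiers were compared with GENCODE M21 only. Of the 54532 genes, 20401 had no count in any library, and 100 gene names belonged to more than 1 identifier. The PCR measurements were not used here.

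Total counts per library had a range of 14592481 to 21368409. At this depth, counting error alone limits a group to shares above 3 counts. Where a group lay at or under this floor, a fold is given as a lower bound against it.

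R 4.3.3 was used with edgeR 4.0.16, limma 3.58.1, and DESeq2 1.42.0. Diets were compared at each time point with the quasi-likelihood F-test of edgeR after TMM normalization, among genes with a mean count of at least 25, at a Benjamini-Hochberg adjusted p under 0.05. All adjusted p-values of single genes are from edgeR unless DESeq2 is named. The diet term and the interaction of diet with time point were tested over the 42 libraries in the same way. Rhythm classes were assigned by the Bayesian information criterion among 5 models with a 24 h period, at a weight of at least 0.6, as a substitute for compareRhythms, which was not used. Lists of genes were tested with camera at a preset correlation of 0.01, and adjusted p-values of lists are from limma.

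Pathway lists, a clock list, and lists of genes typical of hepatocytes, adipocytes, brown adipocytes, mammary epithelium, fibroblasts, lymphocytes, keratinocytes, skeletal muscle, kidney, ovary, and pancreas were written by hand from general knowledge. KEGG and compareRhythms were replaced in this way because neither was at hand. Genes named in the text are the PCR genes of the paper, genes shown in its Figure 5, members of these lists, and at each time point the 2 rising and 2 falling genes with the largest change among those past the threshold whose groups did not overlap. Alb and Adipoq are members of the lists. Xist, Ddx3y, Uty, Kdm5d, and Eif2s3y fall outside this rule and were chosen after their values had been seen. The class of 1 gene of the clock list is not reported here.

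The comparisons, lists of pathways, named-gene rule, and most alternatives were set before the data were examined. The alternatives were DESeq2, scaling by library size, other gene filters, a single fit of all libraries, other scales and criteria for rhythms, other tests and sets for the lists, leaving out time points in both diets, and leaving out each library. Fits without ZT 16, ZT 20, and ZT 24, fits of ZT 0, ZT 4, and ZT 8 alone, and leaving out each library in the models of 42 libraries were added after values had been seen. The edgeR and DESeq2 tests of 3 against 3 libraries, the diet term, the interaction, the rhythm classes, and camera were tested on simulated data with a dispersion of 0.02, with 200 changed genes for each single-gene test and rhythm class and 4 changed lists for camera. Of those, DESeq2 recovered 199 with 12 false calls and the diet term 200 with 20 false calls. Labels were regrouped in all 10 ways within a time point, in 100 ways for rhythm classes, and in 60 ways for the models of 42 libraries. No library was left out of the reported fits.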

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

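The tests of a direct effect of the diet, of ZT 24, of rhythm peaks, of clock genes, and of skeletal muscle were chosen after the results had been seen; those of adherent fat, adipocyte-rich tissue, mammary gland, library size, and a clock-driven rhythm at ZT 12 were chosen before. The tests of a clock-driven rhythm with adipocyte genes and with the libraries of ZT 24 were chosen after. The test of depth on the HFD and those of clock genes replaced first versions after their values had been seen.

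The difference between the diets varied between time points for 6239 genes by the interaction test, and 1 of 60 assignments of the diets, the true one, gave as many (the largest other gave 4644). The list of protein processing in endoplasmic reticulum was lower on the HFD at ZT 0 and higher at ZT 16, with an adjusted p of 1.05e-09 for the difference. Both rest on time points at which the libraries of the diets differ in tissue markers, as described next, and without ZT 16 and ZT 20 in both diets the interaction was found for 0 genes (413 at an unadjusted p under 0.05).

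In the 6 AIN93G libraries of ZT 16 and ZT 20, genes of mammary epithelium, which the paper does not discuss, were above all 12 AIN93G libraries of ZT 0 to ZT 12, at least 16 of 18 genes in each library. Hepatocyte genes reached at most 0.745% of their mean in those 12 libraries, which argues against liver with some adherent fat. Adipoq, Cfd, Fabp4, and Plin1 were at least 739.9-fold above the median of the other AIN93G libraries or the floor. All 6 libraries had a total at or above the lowest of the others, against a lower library size. The adipocyte list was at least 80.9-fold above the highest of the 12 libraries, while the loss of all falling genes would raise the share of the others at most 3.02-fold, which argues against a rhythm of hepatocyte genes driven by the clock as the cause of the adipocyte part. For the fall of hepatocyte genes itself, ZT 12 cannot decide on such a rhythm. The lowest AIN93G library of ZT 12 held 93.9% of the level of ZT 0 to ZT 8. However, the clock genes of 2 of these 3 libraries were nearest to ZT 0. At ZT 24, such a rhythm predicts like hepatocyte levels in libraries of 1 diet with like clock genes. The clock genes of all 6 libraries were nearest to ZT 8 (r between 0.807 and 0.919). Hepatocyte genes were at 0.444%, 0.608%, and 93.8% on AIN93G and 0.553%, 0.834%, and 99.5% on the HFD. These levels argue against such a rhythm in the libraries of ZT 24. If the low libraries are not liver, their clock genes have no reference of known hour. At ZT 16 and ZT 20, a rhythm on AIN93G alone stays open for the fall of hepatocyte genes only, not for the whole profile. The adipocyte list made up 2.91% to 4.40% of the counts in these 6 AIN93G libraries. In the low libraries of ZT 24 it made up 3.96% and 4.35% on AIN93G and 3.65% and 4.18% on the HFD. A rhythm on AIN93G alone does not give this profile on the HFD. A direct effect of the diet is argued against by ZT 24, where libraries of the same diet differed by at least 180.0-fold in hepatocyte genes in both diets; at ZT 16 and ZT 20 themselves diet and marker levels coincide in every library. A candidate explanation is RNA from an adipocyte-rich tissue such as mammary gland in place of liver. The libraries hold no record by which this could be checked.

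At ZT 24, hepatocyte genes were at 0.444% (Y3_1), 0.608% (Y7_2), and 93.8% (Y8_2) of the AIN93G mean of ZT 0 to ZT 12 on AIN93G, and at 0.553% (Y28_3), 0.834% (Y31_2), and 99.5% (Y33_2) on the HFD. The biological coefficient of variation was 3.02 times the highest of the other time points, and all 6 libraries had a total at or above the lowest of the others, which argues against library size. The absence of calls at ZT 24 may therefore reflect a mixture of unlike libraries in both diets, and says little about the diet.

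The clock genes of the libraries of ZT 24 correlated with those of ZT 0 at r = -0.696 at most, although by the hour both are the start of the light phase. The sample records mark all 6 libraries of ZT 24 dark and all 6 of ZT 0 light. All 6 were nearest to ZT 8 among references of ZT 0, 4, 8, 16, and 20 on the HFD, which held no ZT 12. Their r was between 0.807 and 0.919 with ZT 8, at most 0.243 with ZT 4, and at most 0.402 with ZT 16. With ZT 20 it was at most -0.532. The 6 libraries were unlike ZT 0 and ZT 20, but ZT 8 and ZT 12 cannot be told apart without a reference of ZT 12. Of the 2 libraries high in hepatocyte transcripts, 0 were nearest to ZT 0, which argues against tissue as the whole cause, and a pattern in 6 libraries of both diets argues against the diet. For the 4 libraries low in hepatocyte transcripts, tissue and time cannot be told apart, since their tissue has no reference of known hour. Time labels that are not the hour of death are a candidate explanation.

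In AIN93G library Y21_1 of ZT 8, all 12 skeletal muscle genes were above all 23 other libraries of ZT 0 to ZT 12, and the list made up 0.250% of its counts. RNA from adjoining muscle may be the source. No biological explanation was tested.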

How the results depend on the processing

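Fits without ZT 16, ZT 20, and ZT 24, fits of ZT 0, ZT 4, and ZT 8 alone, and fits of the diet term, interaction, and clock and lipid genes without each library were chosen after the results had been seen. Unless given here, the cause of a change was not tested.

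Genes differing by diet numbered 14 at ZT 0, but 106 with DESeq2, 453 without a filter, 9 with at least 25 counts in every library, 0 in 1 fit of 14 groups, and 1 (without Y21_3) to 35 (without Y44_3) over the 6 fits without a library. At ZT 4, 0 became 30 with DESeq2, 182 without a filter, and 1 with at least 25 counts everywhere, with 0 to 3 (without Y24_1) on leaving out a library. At ZT 8, 0 became 58 with DESeq2 and 252 without a filter, with 0 to 2 (without Y24_2) on leaving out a library. DESeq2 gave 5 at ZT 12 and 3 at ZT 24. At ZT 16, 7464 became 4813 with at least 25 counts everywhere, where fewer genes were tested. At ZT 0, ZT 16, and ZT 20, 1 of the 10 divisions of the 6 libraries, the true one, gave as many genes, while at ZT 4, ZT 8, ZT 12, and ZT 24 all 10 divisions gave at least as many. At ZT 12, grouping Y14_1, Y16_3, and Y39_1 gave 866 genes.

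Between ZT 0 and ZT 24, 0 genes differed on AIN93G (3143 at an unadjusted p under 0.05) and 3 on the HFD. These became 3133 and 2617 with DESeq2, 5 and 0 by library size, and 3 and 5 without a filter. On leaving out a library they ranged from 0 to 7255 (without Y8_2) and from 0 to 6707 (without Y33_2), the libraries high in hepatocyte transcripts. Of 10 divisions, 10 gave as many on AIN93G and 1 on the HFD.

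Arrhythmic transcripts (3209) became 1918 on log2 FPKM, 1987 on raw counts, 8663 with a total of at least 25 counts, and 376 by the Akaike criterion. Transcripts with a rhythm on AIN93G alone (6115) became 3770 with at least 25 counts everywhere. Those with a rhythm on the HFD alone (213) became 344 with a total of at least 25 counts and 415 without a minimum weight. A common rhythm (681) became 1168 without a minimum weight and 427 with a minimum peak-to-trough. A changed rhythm (208) became 395 on log2 FPKM, 427 without a minimum weight, and 1367 by the Akaike criterion, and 126 (without Y31_2) to 384 (without Y33_2) on leaving out a library.

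Without ZT 16 and ZT 20, arrhythmic, AIN93G alone, common, and changed became 6543, 65, 1240, and 2. Without ZT 24 as well, they became 6137, 190, 1571, and 34, and HFD alone 617. Changed rhythms became 571 without ZT 0, 335 without ZT 4, 354 without ZT 12, 23 without ZT 16, 79 without ZT 20, and 465 without ZT 24. Common rhythms became 419 without ZT 8, HFD alone 90 without ZT 16, and AIN93G alone 3341 without ZT 20. The share of changed transcripts with a lower amplitude on the HFD (92.3%) became 50% (1 of 2) without ZT 16 and ZT 20 and 67.6% without ZT 24 as well. The resultant length of the phase shift (0.832) became 0.0819 without ZT 24 and 0.180 without ZT 16, ZT 20, and ZT 24. Of 100 assignments of the diets, 100 gave as many arrhythmic transcripts, 99 as many with a common rhythm, and 3 as many with a changed rhythm. For a rhythm on 1 diet alone, the larger of the 2 such classes in each assignment was used, whichever the diet. It held at least 6115 transcripts in 2 assignments and at least 213 in 73. The last count therefore does not test a rhythm on the HFD alone.

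The interaction (6239 genes) became 3830 with at least 25 counts everywhere, where fewer genes were tested, 2650 without ZT 16, 2765 without ZT 20, 0 without both (413 unadjusted), 0 without ZT 24 as well (717 unadjusted), and 0 for ZT 0, ZT 4, and ZT 8 alone (467 unadjusted). The diet term (508 genes) became 58 by library size, 3311 with DESeq2, 0 without ZT 16 and ZT 20 (502 unadjusted), 18 without ZT 24 as well, 86 for ZT 0, ZT 4, and ZT 8 alone, 2 without ZT 0, 965 without ZT 8, 1442 without ZT 12, 3 without ZT 16, 1 without ZT 20, and 4973 without ZT 24, and ranged from 8 (without Y25_3) to 4944 (without Y8_2) on leaving out a library. Of 60 assignments, 1 gave as many for each.

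Pathway lists called numbered 0 at ZT 0, ZT 4, ZT 8, ZT 12, ZT 16, and ZT 24 and 2 at ZT 20 with an estimated correlation. With fry they numbered 0 at ZT 0, ZT 4, ZT 8, ZT 12, and ZT 24. Reactome sets gave 6 at ZT 4, 16 at ZT 16, 14 at ZT 20, and 4 at ZT 24, and library size gave 15 at ZT 24. Leaving out a library gave 5 (Y21_3) to 11 (Y44_3) at ZT 0, 1 to 6 (Y46_1) at ZT 4, 1 (Y27_3) to 8 (Y1_1) at ZT 12, and 6 (Y28_3) to 24 (Y33_2) at ZT 24. Of 10 divisions, those with as many lists were 1 at ZT 0, 10 at ZT 4, 4 at ZT 8, 8 at ZT 12, 2 at ZT 16, 2 at ZT 20, and 10 at ZT 24. With Reactome sets, which hold other genes, the direction was reversed for glycine, serine and threonine metabolism at ZT 0 (adjusted p = 0.507), glycine, serine and threonine metabolism at ZT 16 (0.0229), and glycine, serine and threonine metabolism at ZT 20 (0.0113), PPAR signaling at ZT 12 (0.369), cell adhesion molecules at ZT 16 (0.383), and protein export at ZT 16 (0.0465) and ZT 20 (0.666).

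Of 24 clock and lipid genes, 3 differed by diet over the day. The number became 0 without ZT 16 and ZT 20, 0 without ZT 0, 1 without ZT 16, 0 without ZT 20, 7 without ZT 24, 2 without ZT 16, ZT 20, and ZT 24, 4 for ZT 0, ZT 4, and ZT 8 alone, and 6 with DESeq2 size factors, and 2 to 7 (without Y8_2) on leaving out a library. Log2 fold changes of genes that did not pass reversed for Clock by library size (-0.10), without ZT 16 (-0.0349), without ZT 16 and ZT 20 (-0.10), and without ZT 24 as well (-0.14). Without ZT 16 and ZT 20, without ZT 24 as well, and for ZT 0, ZT 4, and ZT 8 alone, they reversed for Cry1 (-0.24, -0.37, and -0.32), Nr1d1 (0.15, 0.39, and 0.27), and Arntl (-0.13, -0.42, and -0.16), and in the last for Per2 (-0.0488).

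Among named genes at a time point, 46 results held under other alternatives and 4 were weaker, and among pathway lists 166 held, 119 were weaker, and 7 were reversed. Among genes over the day, 123 held, 13 were weaker, 4 were stronger, and 14 were reversed. On leaving out a library, the weaker results numbered 14 for genes at a time point, 12 for genes over the day, and 28 for lists.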

Differences from the paper's values

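No test in this part was chosen after the results had been seen, and the settings named are those set before the data were examined unless stated. Transcripts with a common rhythm numbered 681 here against the paper's 421. The values were closer on log2 FPKM (508), raw counts (496), with at least 25 counts in every library (573), by the Akaike criterion (536), with a minimum peak-to-trough (427), and without ZT 4 (580), ZT 8 (419), or ZT 12 (559). The gap stayed with DESeq2 size factors (678), CPM without a log (766), a total of at least 25 counts (919), no minimum weight (1168), and without ZT 0 (694), ZT 16 (804), ZT 20 (962), ZT 24 (923), or ZT 16 and ZT 20 (1240).

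The following ratios of HFD to AIN93G are from PCR in the paper, with an SEM as its error, and from RNA sequencing of 21 libraries per diet here, so they are not of 1 assay. Clock was 1.045 here against the paper's 1.92, Nr1d1 0.889 against the paper's 1.63, Cry1 1.38 against the paper's 2.55, and Scd1 0.195 against the paper's 0.43, and no alternative closed these gaps. Arntl was 1.09 against the paper's 0.42 and Per2 1.45 against the paper's 0.46. Leaving out ZT 16 and ZT 20 in both diets gave 0.779 and 1.03, still well above the paper's values. These lay within 1 SD of them (0.442 and 0.675). That SD is of single HFD libraries within a time point, relative to the AIN93G mean, over all time points. It includes the unlike libraries of ZT 24 and is not the error of a ratio of means. It therefore does not show that the values match. No other alternative set before the data were examined came within that SD. Among fits chosen after the values had been seen, Arntl was 0.765 without ZT 16, ZT 20, and ZT 24, and Per2 was 0.929 for ZT 0, ZT 4, and ZT 8 alone, within the same SD.

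At ZT 4, 0 genes differed by diet here (462 at an unadjusted p under 0.05) against the paper's about 27 in Figure 5, read by eye, and at ZT 12, 0 (554 unadjusted) against the paper's about 6 in Figure 5, read by eye. With DESeq2, the numbers were 30 and 5, which closed both gaps. Without a filter, they were 182 and 0. With at least 25 counts in every library, 1 gene differed at ZT 4, and leaving out a library gave at most 3 at ZT 4 (without Y24_1) and 0 at ZT 12 (at least 222 unadjusted). Figure 5 shows 40 genes at ZT 0 and 40 at ZT 8. Of these, 14 and 0 had an adjusted p-value under 0.05 here, while DESeq2 gave 106 and 58 genes in all.

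The paper describes no clear trend in phase among transcripts with a changed rhythm, whereas 171 of 208 peaked 3 to 9 h later on the HFD here; without ZT 24 in both diets the trend was absent (resultant length 0.0819). The paper reports lowered fatty acid biosynthesis, pyruvate metabolism, and steroid hormone biosynthesis at ZT 0, which were not called at that time point here (adjusted p = 0.105, 0.622, and 0.607). The paper reports no such differences later in the light phase, whereas protein processing in endoplasmic reticulum (adjusted p = 7.5e-05, or 0.354 without HFD library Y41_2) and protein export (adjusted p = 0.000395) were called lower on the HFD at ZT 8 here, though not under fry. At ZT 24, the ribosome (adjusted p = 7.4e-38) and cell adhesion molecules (adjusted p = 1.5e-06) lists were called higher on the HFD here, though not under fry, and the second not without HFD library Y28_3 (adjusted p = 0.0718).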

Other observations

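The tests of rhythm peaks, of clock genes at ZT 12, and of Xist were chosen after the results had been seen, and those of depth replaced first versions after their values had been seen.

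More transcripts had a rhythm on AIN93G alone (6115) than on the HFD alone (213). Of the former, 99.9% had a fitted peak within 3 h of ZT 18 or ZT 6, which may reflect a step at ZT 16 and ZT 20 on AIN93G read as a 24 h rhythm. The median total of the HFD libraries was 101.9% of that of the AIN93G libraries, which argues against lower depth on the HFD. That a loss of rhythm in hepatocytes adds to the class stays open and was not tested.

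At ZT 12, the clock genes of 3 of the 6 libraries (Y14_1, Y16_3, and Y39_1) were nearest to ZT 0, with r of at least 0.895, and those of Y1_1, Y25_1, and Y27_3 to ZT 8. No reference of ZT 12 was used, and ZT 8 is a neighbour that a library of ZT 12 can resemble, so only the first 3 libraries bear on the labels. All 6 were high in hepatocyte transcripts, which argues against tissue. Both hours occurred in 2 of 2 diets, which argues against the diet. For these 3 libraries, time labels that are not the hour of death are a candidate explanation. In the sample records, Y14_1 and Y39_1 are marked light and the other 4 dark.

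Counts of Xist in the HFD libraries of ZT 16 were 18877 (Y30_3), 1595 (Y32_3), and 12 (Y35_3). Counts of Ddx3y, Uty, Kdm5d, and Eif2s3y were at most 1, which argues against RNA from a male mouse, and the total of Y35_3 was 119.0% of the median, which argues against low depth for that library. One X chromosome cannot be told apart from other causes, as 3 of 4 genes that escape inactivation were lower in Y35_3 than in the 5 other HFD libraries of ZT 16 and ZT 20, too few genes in a single library.

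Among the PCR genes of the paper, the diet term over the day was called for Scd1 (log2 fold change -2.22, adjusted p = 0.00336), Fasn (-1.76, adjusted p = 0.0355), and Acaca (-1.76, adjusted p = 0.0142). The call of Fasn was lost in 12 of the 42 fits without 1 library, 11 of them at ZT 16 or ZT 20, and those of Scd1 and Acaca in 0. Without ZT 0, ZT 20, or ZT 16 and ZT 20 in both diets, none of the 3 genes passed, and without ZT 16 only Scd1 did. In fits chosen after values had been seen, Scd1 and Acaca passed and Fasn did not, both without ZT 16, ZT 20, and ZT 24 (adjusted p = 0.0401, 0.0401, and 0.216) and in ZT 0, ZT 4, and ZT 8 alone (0.00607, 0.00833, and 0.0587). Fads1 and Fads2 were higher on the HFD without a call (log2 fold change 1.15 and 1.66, adjusted p = 0.0612 and 0.0754). They were called with DESeq2 size factors (adjusted p = 0.0121 for both) and without ZT 24 in both diets (0.00712 and 0.0140). Each was also called in 3 of the 42 fits without 1 library, and in no other alternative. Ratios of HFD to AIN93G were 1.14 for Per1, 0.199 for Acaca, 0.186 for Fasn, 1.85 for Fads1, 2.12 for Fads2, and 0.910 for Srebf1. Without ZT 16, ZT 20, and ZT 24 they were 1.29, 0.487, 0.490, 1.30, 1.48, and 0.878 in this order, and in ZT 0, ZT 4, and ZT 8 alone 1.18, 0.432, 0.436, 1.14, 1.27, and 0.933. In ZT 0, ZT 4, and ZT 8 alone, 86 genes differed by diet (50 higher and 36 lower), of which 22 also did over the 42 libraries and 71 had the same direction there.

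Of the other lists, the skeletal muscle list made up 0.675% of the counts in Y8_3, 1.72% in Y7_2, and 2.14% in Y31_2. At ZT 16, 6 of 7 brown adipocyte, 16 of 16 lymphocyte, 1 of 2 tested keratinocyte, and 7 of 11 tested muscle genes were lower on the HFD. Of the 8 genes each for kidney, ovary, and pancreas, 0 had enough counts to be tested.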
